# Anterograde regulation of mitochondrial genes and FGF21 signaling by hepatic LSD1

**DOI:** 10.1172/jci.insight.147692

**Published:** 2021-09-08

**Authors:** Yang Cao, Lingyi Tang, Kang Du, Kitt Paraiso, Qiushi Sun, Zhengxia Liu, Xiaolong Ye, Yuan Fang, Fang Yuan, Hank Chen, Yumay Chen, Xiaorong Wang, Clinton Yu, Ira L. Blitz, Ping H. Wang, Lan Huang, Haibo Cheng, Xiang Lu, Ken W.Y. Cho, Marcus Seldin, Zhuyuan Fang, Qin Yang

**Keywords:** Endocrinology, Diabetes, Obesity

## Abstract

Mitochondrial biogenesis and function are controlled by anterograde regulatory pathways involving more than 1000 nuclear-encoded proteins. Transcriptional networks controlling the nuclear-encoded mitochondrial genes remain to be fully elucidated. Here, we show that histone demethylase LSD1 KO from adult mouse liver (LSD1-LKO) reduces the expression of one-third of all nuclear-encoded mitochondrial genes and decreases mitochondrial biogenesis and function. LSD1-modulated histone methylation epigenetically regulates nuclear-encoded mitochondrial genes. Furthermore, LSD1 regulates gene expression and protein methylation of nicotinamide mononucleotide adenylyltransferase 1 (NMNAT1), which controls the final step of NAD^+^ synthesis and limits NAD^+^ availability in the nucleus. Lsd1 KO reduces NAD^+^-dependent SIRT1 and SIRT7 deacetylase activity, leading to hyperacetylation and hypofunctioning of GABPβ and PGC-1α, the major transcriptional factor/cofactor for nuclear-encoded mitochondrial genes. Despite the reduced mitochondrial function in the liver, LSD1-LKO mice are protected from diet-induced hepatic steatosis and glucose intolerance, partially due to induction of hepatokine FGF21. Thus, LSD1 orchestrates a core regulatory network involving epigenetic modifications and NAD^+^ synthesis to control mitochondrial function and hepatokine production.

## Introduction

Mitochondria are unique cellular organelles in that they possess their own genome. However, the mitochondrial genome encodes only 13 proteins for oxidative phosphorylation (OXPHOS), as well as 2 rRNAs and 22 transfer RNAs (tRNAs) (1, 2). Mitochondrial biogenesis and function are tightly controlled by more than 1000 proteins encoded by nuclear genes (nuclear DNA [nDNA]), forming a nuclear-to-mitochondrial anterograde regulatory system (1–3). The expression of nDNA-encoded mitochondrial genes is regulated by coordinated actions of transcription factors, cofactors, and transcription initiation machinery (4). Nuclear respiratory factor-1 (NRF1), GA binding proteins (GABPα/β, also known as NRF2), and estrogen-related receptor α (ERRα) are the key transcription factors controlling these nDNA-encoded mitochondrial genes. The transcription cofactor PGC-1α, which interacts with NRF1, ERRα, and GABPα/β, serves as a master regulator of mitochondrial biogenesis and function (5–7). This transcriptional machinery is considered to be the major anterograde nucleus-to-mitochondria regulatory system to maintain mitochondrial homeostasis.

In addition to transcription factor and cofactor proteins, small molecule metabolites such as NAD^+^ also play important roles in regulating mitochondrial function (8–10). NAD^+^ in the nucleus serves as a cofactor for a few nuclear proteins, notably sirtuin deacetylases (SIRT1, -6, and -7) to regulate mitochondrial gene expression and function. SIRT1 deacetylates and stabilizes PGC-1α, playing a major role in mitochondrial biogenesis and homeostasis (8, 11). SIRT7 deacetylates GABPβ, thereby enabling it to form the transcriptionally active GABPα/GABPβ heterotetramer to increase the expression of mitochondrial genes, especially the ones encoding mitochondrial ribosome proteins (12). SIRT6 deficiency also causes mitochondrial dysfunction (13). Therefore, nuclear NAD^+^ levels are critical to mitochondrial function. NAD^+^ is synthesized from a de novo or a salvage pathway using tryptophan or nicotinamide as substrates, respectively (8, 11, 14). Both pathways converge to the intermediate metabolite nicotinamide mononucleotide (NMN) for NAD^+^ synthesis via NMN adenylyl-transferases (NMNATs). Three forms of NMNATs catalyze NAD^+^ synthesis in different cellular compartments (15, 16), among which NMNAT1 is localized to the nucleus. NMNAT1 regulates mitochondrial gene expression and function through modulating NAD^+^-mediated sirtuin and mitochondrial transcription factor/cofactor activity.

The nuclear NAD^+^-regulated mitochondrial transcription factor and cofactor activity may be further modulated by epigenetic modifications such as histone methylation, which alters heterochromatic and homochromatic status to regulate gene expression (17–19). However, the role of the key epigenetic factors in controlling mitochondrial genes encoded by the nuclear genome is not well understood. Lysine-specific demethylase-1 (LSD1) is the first-identified histone demethylase that primarily demethylates mono- and di-methylation of lysine 4 and 9 on histone 3 (H3K4me1/me2 and H3K9me1/me2). In the current study, we interrogated LSD1 biology and physiology using hepatocyte-specific LSD1 KO in adult mice (liver-specific LSD1 KO [LSD1-LKO]) as a tool. Our data show that LSD1 serves as a master regulator of nDNA-encoded mitochondrial gene expression and function. Mechanistically, LSD1 orchestrates histone methylation, NMNAT1-mediated NAD^+^ synthesis, and transcription factor activity to regulate mitochondrial function. Furthermore, LSD1 is also involved in modulating hepatokine *Fgf21* expression to regulate lipid and glucose metabolism. The results elucidate a potentially novel mechanism for the anterograde regulation of nDNA-encoded mitochondrial gene expression and FGF21 signaling.

## Results

### Hepatic LSD1 KO reduces mitochondrial gene expression and function.

To investigate LSD1 physiological function in the liver, we first analyzed the hybrid mouse diversity panel (HMDP) database for the natural variation of *Lsd1* expression across 106 mouse strains (20, 21). Hepatic *Lsd1* expression was variable among different mouse strains (Supplemental Figure 1A; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.147692DS1). Pathway enrichment for *Lsd1*-correlated genes in the liver of the 106 mouse strains revealed metabolism as the top enriched pathway (Supplemental Figure 1B). Furthermore, expression of *Lsd1* and the correlated genes was associated with clinical traits such as insulin resistance and obesity (Supplemental Figure 1C). These results provided initial evidence that *Lsd1* in the liver may play an important role in regulating metabolism. Since LSD1 is essential for development, we generated LSD1-LKO by expressing AAV8-mediated Cre recombinase in the *Lsd1*-loxP mice and challenged mice with a high-fat diet (HFD) (22). The Cre recombinase was driven by a thyroxine-binding globulin (*Tbg*) promoter, allowing hepatocyte-specific *Lsd1* KO without affecting *Lsd1* expression in adipose tissue and muscle (23, 24) (Figure 1A). Hepatic LSD1 knockdown did not alter the expression of *Lsd2*, the LSD1 homolog (25) (Supplemental Figure 2A). Furthermore, LSD1 KO in the liver did not globally alter its histone targets H3K4me1/2 and H3K9me1/2 methylation (Figure 1B). Because of the critical roles of LSD1 in regulating gene expression, we performed RNA sequencing (RNA-seq), followed by Gene Set Enrichment Analysis (GSEA), DAVID functional annotation, and Panther ontology analysis to identify gene sets and pathways that were regulated upon LSD1 KO in the liver (https://www.gsea-msigdb.org, https://david.ncifcrf.gov, http://www.pantherdb.org/). All 3 tools consistently showed highly significant enrichment of mitochondrial function in the downregulated genes (Figure 1, C–E, and Supplemental Figure 2B). Among the 1732 downregulated genes, 356 (20.6%) were mitochondrial genes (Supplemental Table 1). This represents 30.7% of the known 1158 mouse mitochondrial genes from the Mitocarta2.0 database (3, 26) (Figure 1F).

Quantitative PCR (qPCR) confirmed that LSD1 knockdown in the liver of the HFD-fed male mice decreased the expression of genes involved in mitochondrial DNA (mtDNA) replication (*Polg*, *Polg2*), RNA transcription (*Polrmt*, *Mtfb2m*, *Mtif2*), and protein translation (*Mrpl11*, *Mrpl22*, *Mrpl45*, *Mrpl49*) (Figure 1G). The nDNA encoded OXPHOS genes for complex I (*Ndufs2*, *Ndufs3*, *Ndufb3*, *Ndufb9*), complex II (*Sdha*, *Sdhb*, *Sdhc*), complex III (*Cyc1*, *Uqcrc2*, *Uqcrq*), complex IV (*Cox6b1*, *Cox7a2*), and complex V (*Atp5g3*, *Atp5i*, *Atp5o*) were decreased (Figure 1H). The decreased nDNA-encoded regulatory units led to reduced expression of genes encoded by mtDNA (Figure 1I). Moreover, genes involved in protein import to mitochondria such as *Tomm22*, *Timm23*, and *Timm8b* were also reduced (Figure 1J). Consistently, the mtDNA copy numbers were decreased (Figure 1K). Furthermore, electron microscope showed fewer and irregular mitochondria in the hepatocytes of LSD1-LKO mice compared with controls (Figure 1L). Finally, the functional assay revealed that the oxygen consumption rate (OCR) as an index of respiratory capacity in a Seahorse XF analyzer was significantly lower in LSD1-knockdown hepatocytes compared with controls (Figure 1M). A similar mitochondrial gene reduction was observed in the HFD-fed female LSD1-LKO liver (Supplemental Figure 2C). We did not observe a global mitochondrial gene reduction in the liver of chow-fed LSD1-LKO mice (Supplemental Figure 2D). However, overexpression of *Lsd1* in cultured hepatocytes increased mitochondrial genes (Figure 1N). The results indicate that the histone demethylase LSD1 in the liver of adult mice controls the expression of mitochondrial genes involved in multiple anterograde regulatory pathways (Supplemental Figure 2E).

### Epigenetic regulation of mitochondrial gene expression by LSD1.

Since LSD1 is a histone demethylase, we sought to determine the epigenetic mechanisms by which LSD1 regulates mitochondrial gene expression. LSD1 ChIP-seq analysis revealed that LSD1 had peaks near 8580 genes in the liver, among which 1786 genes (20.8%) were altered in the RNA-seq analysis of liver of LSD1-LKO and control mice (Fisher’s exact test, *P* < 4.321 × 10^–42^), suggesting LSD1 is enriched in the differentially expressed genes (Figure 2A). 

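The LSD1 ChIP-seq data came from the liver of wild-type mice. In ChIP-seq, DNA bound by a protein in cross-linked chromatin is precipitated with an antibody against that protein and sequenced, and regions with more reads than a control library are called as peaks. There were 2 LSD1 libraries and 2 control libraries. The sample labels describe the control libraries as input without antibody, whereas the methods name IgG ChIP-seq as input controls. The authors mapped the reads to the mouse genome mm10 (GRCm38) with Bowtie 2, called narrow peaks with MACS in each library separately, and kept the peaks found in both libraries with the BEDtools intersect option. The deposited list therefore holds no reads and no peak found in a single library, and the sequencing depth of the libraries is unknown. It holds 14584 entries, each pairing a peak of one library, called here the first-listed library, with the overlapping peak of the other. The overlap covered at least 50% of the first-listed peak in every entry. The median width was 417 bp in the first-listed library and 552 bp in the second-listed library, with each peak counted once here and in the values that follow, which leaves 14279 second-listed peaks. The highest peak numbers in the list were 180723 and 175148, so that the listed peaks made up 8.07% and 8.15% of the numbers reached in the 2 libraries.

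The fold enrichment and the −log10 of the p- and q-values of each peak are the authors' MACS values and were used only to describe, rank or filter peaks within a list. The authors' deposited list gives a median fold enrichment over the control library of 2.90 and 3.00 in the 2 libraries. A MACS p-value above 0.01 was listed for 8.11% of the peaks in the first-listed library and 9.97% in the second-listed library. A q-value above 0.05 was listed for 77.3% and 63.3% of the peaks. The intervals of the first-listed library were used as the peak positions, all listed peaks were kept, and peaks were compared with the GENCODE mouse annotation (release 21), which holds 54361 transcript starts of 21853 protein-coding genes.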

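Each LSD1 peak was assigned to the gene whose TSS lay nearest to the center of the peak, which is the rule of the HOMER annotation. This gave 10721 genes among the 55413 genes of all types in the annotation. The paper's reported value is 8580 genes. The count moved most with the MACS threshold, and 1628 genes were left when only peaks with a p-value at or below 1e-05 in both libraries were kept. With protein-coding genes only, the count was 8478, and with peaks within 10 kb of the nearest TSS it was 8000. With RefSeq transcripts, chosen after seeing the data, it was 9280. The paper does not name the gene set used for its annotation, so the counts may rest on unlike gene sets. From the overlap of the genes near LSD1 peaks with the genes altered in the RNA-seq analysis of LSD1-LKO liver, which was not analysed here, the paper proposes that LSD1 is enriched in the differentially expressed genes.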

DAVID analysis (Figure 2B) and PANTHER overrepresentation test for GO biological process (Supplemental Figure 3A) of the 1786 genes showed enrichment of mitochondria and metabolic process. This was mainly driven by the 653 reduced genes that were highly enriched with mitochondrion (Figure 2C). The upregulated genes with LSD1 binding were clustered in membrane, glycoprotein, and cell junction pathways (Figure 2D). 

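The center of 34.1% of the LSD1 peaks (4970 peaks, 95% Wilson confidence interval 33.3% to 34.9%) lay within 1 kb of the TSS of a protein-coding gene. When peaks of the same widths were placed at random on the same chromosomes, the mean was 2.63% and the highest of 1000 placements was 3.07% (one-sided permutation test, p = 0.001, the smallest p that 1000 placements can give). The share was higher among peaks with lower MACS p-values. It was 62.9% of the 1699 peaks with a p-value at or below 1e-05 in both libraries, the alternative that moved it most, and 29.2% of all peaks when 1 TSS per gene was used, the lowest value. With peaks ranked by the mean −log10 p-value of both libraries, the share was 17.5% in the lower-ranked 7292 peaks and 50.7% in the higher-ranked 7292.

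**Figure D1:**
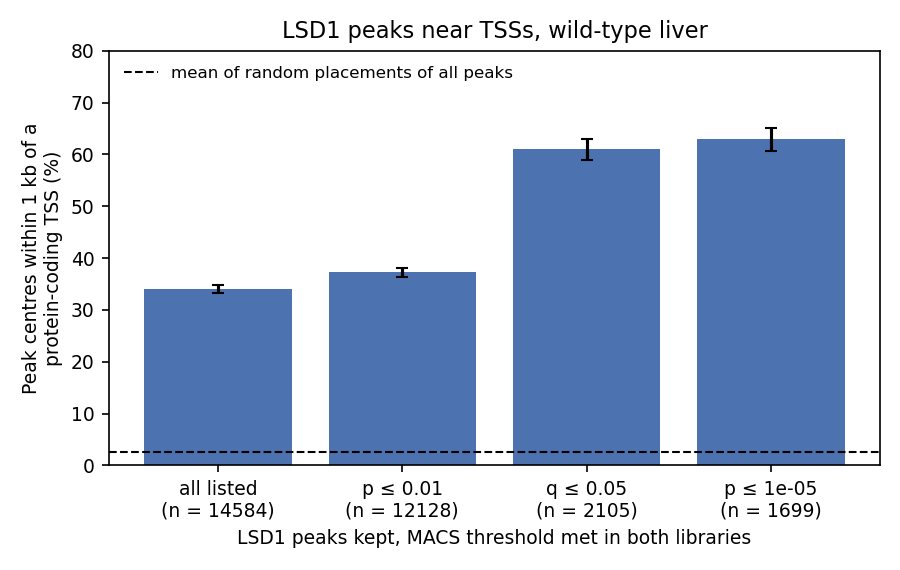
Percentage of LSD1 peaks in wild-type liver with a center within 1 kb of a protein-coding TSS (y axis), for all listed peaks and for the peaks that met 3 MACS thresholds in both libraries (x axis, number of peaks in parentheses). Bars are percentages, error bars are 95% Wilson confidence intervals, and the dashed line is the mean of the random placements of all peaks, 2.63%. The share rises from 34.1% of all listed peaks to 62.9% at a p-value at or below 1e-05.

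The paper lists 356 downregulated mitochondrial genes in Supplemental Table 1. Of these symbols, 352 were found in the annotation and 4 were found through an older symbol. A promoter was taken as 1 kb on either side of any annotated TSS, and a peak overlapping it by at least 1 bp was counted. Among genes with an H3K4me2 promoter peak in control or LSD1-LKO liver, 128 of 354 downregulated mitochondrial genes (36.2%) and 4962 of 13199 other genes (37.6%) had an LSD1 promoter peak, which did not differ (odds ratio 0.940, 95% confidence interval 0.755 to 1.17, two-sided Fisher's exact test, p = 0.617). With all protein-coding genes as background the shares were 36.0% and 23.4% (odds ratio 1.84, two-sided Fisher's exact test, p = 1.43e-07). With genes compared within quintiles of promoter CpG content the odds ratio was 1.31 (two-sided permutation test, p = 0.0161). Genes are not biological replicates, and the intervals cover counting error only.

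Among the genes with mapped ChIP or ChIP-qPCR regions in the paper, Polg, Tfb2m and Mrps22, which are in Supplemental Table 1, and Sdha, which is not, had an LSD1 promoter peak. The LSD1 peak of Polg (ENSMUSG00000039176, minus strand) lay on chromosome 7 from 79465848 to 79467058 and covered a TSS of the gene at 79466362, with a fold enrichment of 6.64 and 4.61 in the 2 libraries in the authors' deposited list. The peak of Tfb2m (ENSMUSG00000026492) lay on chromosome 1 from 179546121 to 179546823, with a fold enrichment of 3.01 and 5.34 in the authors' deposited list. The peak of Sdha (ENSMUSG00000021577) lay on chromosome 13 from 74349655 to 74350793, centered in the untranslated region of exon 1. The peak of Mrps22 (ENSMUSG00000032459), on chromosome 9 from 98601555 to 98601837, ranked lower, at percentile 22.4 of the list by the mean −log10 p-value, and the authors' deposited list gives it a −log10 p-value of 1.53 and 3.84. No LSD1 peak was listed at the promoters of Cox7a2, Cyc1, Mrpl45, Ndufaf1, Cox6b1, Polrmt or Bckdhb, which are in Supplemental Table 1, nor at those of Polg2, Nmnat1, Rps21 or Fgf21. The list holds only peaks shared by both libraries, so a weaker or single-library peak at these genes would not be seen. The 5 downregulated mitochondrial genes with the highest-ranking LSD1 promoter peaks were Sdhaf2 (percentile 98.6), Car5a (97.7), Slc25a47 (97.3), Polg (96.6) and Mmadhc (96.3).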

LSD1 binding was enriched near transcriptional start sites (TSS) of target genes including mitochondrial genes (Figure 2, E and F). 

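The log2 fold changes that the paper gives for the downregulated mitochondrial genes in Supplemental Table 1 were compared between the genes with an LSD1 promoter peak and the 228 without. The mean of the paper's log2 fold changes was −0.31 in both groups. The difference was 0.00055 (95% confidence interval −0.028 to 0.029) and was not distinguishable from 0 (two-sided permutation test with 100000 resamples, p = 0.973). It changed sign when the second-listed library was used alone (−0.0042) and when 1 TSS per gene was used (−0.0034). It also did so with promoters of 2 kb on either side of the TSS (−0.0018) and with an overlap of at least 50% of the narrower interval (−0.00036). At a p-value at or below 1e-05 it was 0.027, with 25 genes against 331 (two-sided permutation test, p = 0.307). Both groups hold only downregulated genes, so the comparison cannot tell whether LSD1 binding goes with a fall in expression.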

Interestingly, among the 1616 genes altered by LSD1 KO, but without LSD1 binding, mitochondrion was also enriched in the DAVID functional annotation analysis (Supplemental Figure 3B), indicating that LSD1 may regulate certain mitochondrial gene expression without direct binding to the promoters and enhancers.

LSD1 demethylates H3K4me1/2 and H3K9me1/2 that are associated with gene activation and suppression, respectively. Since LSD1 KO reduced hepatic mitochondrial gene expression, we hypothesized that LSD1 would increase the suppressive H3K9 methylation in the enhancer/promoter regions of the mitochondrial genes in the liver of LSD1-LKO mice. However, H3K4me2 and H3K9me2 ChIP-seq analysis revealed that H3K4me2, but not H3K9me2, peaks in the mitochondrial gene promoters coincided with LSD1 binding sites (Figure 2G). 

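H3K4me2, a histone mark of promoters and enhancers, was measured by ChIP-seq in the liver of control and LSD1-LKO mice, in 2 libraries per group, each with a control library. The authors processed these reads with the same programs as the LSD1 reads and deposited 1 list of peaks shared by the 2 libraries of each group. Which list belongs to which group was taken from the names of the lists, which match the titles of the samples. Neither list holds reads, and the depth of each library is unknown. The list of control liver holds 43891 peaks and that of LSD1-LKO liver 50675 peaks, covering 38.9 Mb and 38.0 Mb. The median width of the first-listed peaks was 648 bp in control and 565 bp in LSD1-LKO, and that of the second-listed peaks, with each peak counted once, was 1161 bp and 1240 bp. The authors' deposited lists give a median fold enrichment of 3.36 and 4.32 for the 2 control libraries and 3.11 and 4.30 for the 2 LSD1-LKO libraries. Peak scores were compared as ranks within a list, because the peaks of each library were called separately. The stricter p- and q-value thresholds were an exception, because the same cut was applied to both lists. A p-value at or below 1e-05 in both libraries kept 36.9% of the control peaks and 30.3% of the LSD1-LKO peaks. Of the control peaks, 68.1% overlapped a LSD1-LKO peak by at least 1 bp, and 64.1% of the LSD1-LKO peaks overlapped a control peak. The Jaccard index of the covered bases was 42.4%. The H3K9me2 data were not analysed here.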

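Of the LSD1 peaks, 7661 (52.5%, 95% Wilson confidence interval 51.7% to 53.3%) overlapped an H3K4me2 peak of control liver by at least 1 bp. Random placements of the LSD1 peaks gave a mean of 2.42% and a highest value of 2.87% in 1000 placements (one-sided permutation test, p = 0.001, the smallest p possible). Random placements restricted to regions within 10 kb of a TSS gave a mean of 9.22% (p = 0.001 in the same one-sided permutation test). The share was 64.5% among peaks with a p-value at or below 1e-05, the alternative that raised it most, and 41.5% when the overlap had to cover at least 50% of the narrower peak, which lowered it most. It was 53.8% with the H3K4me2 list of LSD1-LKO liver.

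At the promoters of the downregulated mitochondrial genes, 130 of 139 LSD1 peaks (93.5%) overlapped a control H3K4me2 peak, compared with 4557 of 4974 LSD1 promoter peaks of other genes (91.6%). The difference was within counting error (odds ratio 1.32, 95% confidence interval 0.668 to 2.62, two-sided Fisher's exact test, p = 0.533). With peaks of both lists restricted to a p-value at or below 1e-05, the direction was opposite. The counts were then 16 of 25 peaks (64.0%) and 910 of 1064 peaks (85.5%). The odds ratio was 0.301 (95% confidence interval 0.131 to 0.693, two-sided Fisher's exact test, p = 0.00717). At Polg, the control H3K4me2 peak on chromosome 7 from 79465425 to 79466285 overlapped the LSD1 peak, and the LSD1-LKO list had 2 peaks, from 79464969 to 79466208 and from 79466571 to 79467665. At Tfb2m, control peaks on chromosome 1 from 179545368 to 179546325 and from 179546443 to 179547986 both overlapped the LSD1 peak, and 1 LSD1-LKO peak was listed, from 179546538 to 179547109. Cyc1 and Mrpl45 had H3K4me2 promoter peaks in both lists, while Cox7a2 had them in the LSD1-LKO list only.

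**Figure D2:**
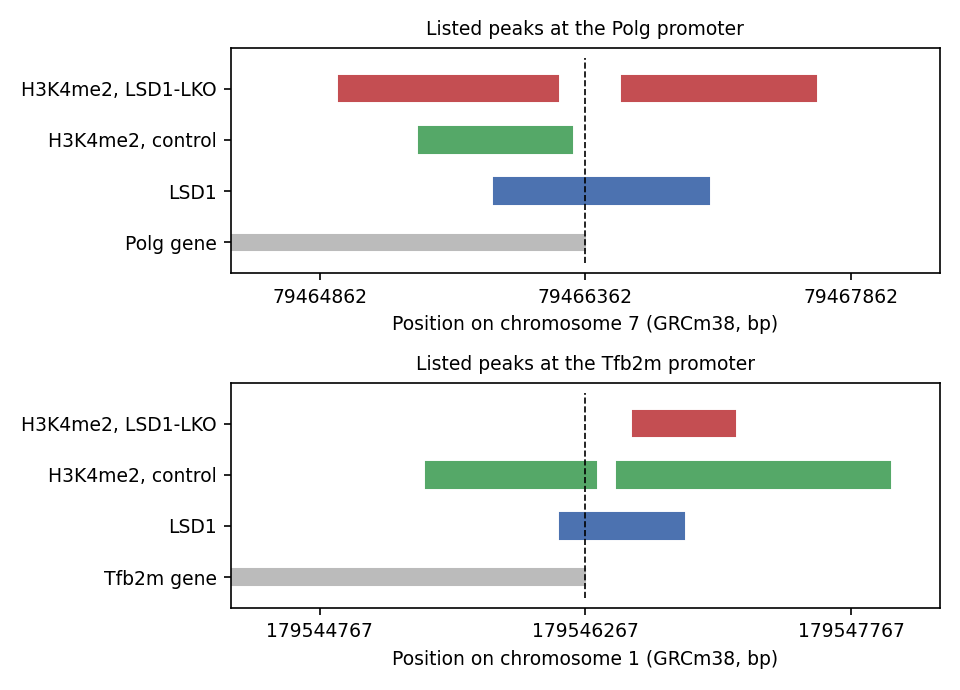
Listed peaks at the promoters of Polg (chromosome 7) and Tfb2m (chromosome 1), with genomic position in GRCm38 on the x axis and the gene and 3 peak lists on the y axis. Colored boxes are peaks of the first-listed library, gray boxes are the part of the gene in view, both genes run from right to left, and dashed lines mark the annotated start of each gene. The LSD1 peak overlaps H3K4me2 peaks of both lists at both promoters.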

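The deposited H3K4me2 lists hold no reads, so read densities could not be computed from them. Instead, the presence, the extent and the rank of H3K4me2 peaks at promoters were compared. Of the downregulated mitochondrial genes of Supplemental Table 1, 341 had an H3K4me2 promoter peak in both lists. A peak was listed in the control list only at 7, in the LSD1-LKO list only at 6 and in neither at 2. The presence of a peak cannot show a lower signal at the 341 genes. The net change was −0.281% of the genes (two-sided exact McNemar test, p = 1). The MACS threshold moved this result most. With peaks restricted to a p-value at or below 1e-05 in both libraries, 62 genes had a promoter peak in the control list only and 29 in the LSD1-LKO list only, a net change of −9.27% (two-sided exact McNemar test, p = 0.000705). At a q-value at or below 0.05, a threshold chosen after seeing the data, the counts were 33 and 13 (−5.62%, two-sided exact McNemar test, p = 0.00453). Other protein-coding genes also had more control-only than LSD1-LKO-only promoter peaks at these thresholds, 1734 against 1147 genes at the p-value threshold and 1176 against 734 at the q-value threshold. The balance was not distinguishable from that of the mitochondrial genes (odds ratio 1.41, 95% confidence interval 0.904 to 2.21, p = 0.157, and 1.58, 0.828 to 3.03, p = 0.171, two-sided Fisher's exact tests chosen after seeing the data).

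With all listed peaks, 2.01% of the downregulated mitochondrial genes marked in control lacked a promoter peak in LSD1-LKO, compared with 669 of 12509 other genes (5.35%), so that loss was less frequent at the mitochondrial genes (odds ratio 0.363, 95% confidence interval 0.171 to 0.771, two-sided Fisher's exact test, p = 0.00325). At a p-value at or below 1e-05 the shares were 19.9% and 17.3%, with an odds ratio of 1.19 (two-sided Fisher's exact test, p = 0.225), and the direction was reversed. At a q-value at or below 0.05 they were 9.82% and 10.3% (odds ratio 0.952, two-sided Fisher's exact test, p = 0.855). The 5 downregulated mitochondrial genes with the highest-ranking control peaks among the 7 without a LSD1-LKO promoter peak were Ndufa7, Hsd17b4, Mrps18a, Uqcrc2 and Shmt2. The control peak of Ndufa7 with the highest rank lay on chromosome 17 from 33823411 to 33824552, with a fold enrichment of 5.39 and 7.58 in the authors' deposited list.

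**Figure D3:**
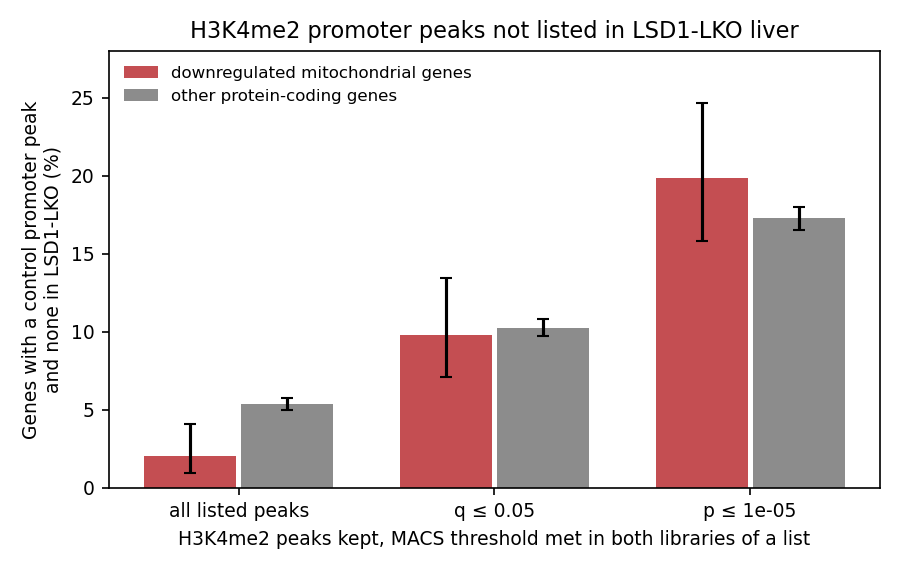
Percentage of genes with a control H3K4me2 promoter peak that had none in the LSD1-LKO list (y axis), for all listed peaks and for the peaks that met 2 MACS thresholds in both libraries (x axis). Red bars are downregulated mitochondrial genes, gray bars are other protein-coding genes, and error bars are 95% Wilson confidence intervals. The percentages are 2.01% and 5.35% with all listed peaks and 19.9% and 17.3% at a p-value at or below 1e-05.

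The mean length covered by H3K4me2 peaks within 1 kb of the TSS of the downregulated mitochondrial genes was 1569 bp in control and 1385 bp in LSD1-LKO, a change of −184 bp (95% confidence interval −242 to −126, two-sided permutation test with 100000 sign flips, p = 1e-05, the smallest p they can give). It fell at 238 genes and rose at 113. In 10000 random gene lists of the same size and control coverage, the mean change was −178 bp, with 95% of the lists between −225 and −132 bp, and the mitochondrial genes lay at percentile 40.3 of these lists. With random lists matched on the mean coverage of both lists, chosen after seeing the data, the mean was −122 bp, with 95% of the lists between −174 and −68.7 bp, and the mitochondrial genes lay at percentile 1.00. With the second-listed library of each group alone the change was −24.1 bp. The percentile rank of the highest promoter peak changed by a mean of −1.38 points at the 341 genes, which was not distinguishable from 0 (two-sided permutation test with 100000 sign flips, p = 0.151), and was 0.520 with the second-listed libraries alone. Per library, the median percentile of these genes was 84.7 and 78.8 in control and 84.3 and 78.4 in LSD1-LKO (two-sided exact permutation test over libraries, p = 0.667, where 2 libraries against 2 allow no p below 0.333). These medians used first-listed intervals, and some second-listed peaks were counted more than once. With second-listed intervals and each peak counted once, the medians at 343 genes were 82.1 in control and 82.7 in LSD1-LKO. The test over libraries was not repeated with them. These tests compare the lists gene by gene and do not measure the variation between animals. The paper reasons instead from H3K4me2 reads counted within LSD1 peaks and normalized to peak length and library size, and proposes an indirect effect of LSD1. It also reports lower H3K4me2 at promoters of selected mitochondrial genes by ChIP-qPCR, which peak lists cannot test.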

Consistently, H3K4me2 signals measured in reads per kilobase million (RPKM) were reduced in the promoter regions of the downregulated mitochondrial genes in the LSD1-LKO liver compared with controls (Figure 2H), suggesting that LSD1 indirectly regulates H3K4me2 binding to mitochondrial genes. DAVID analysis of the 455 differentially expressed genes with reduced H3K4me2 binding in LSD1-LKO mice showed enrichment of mitochondrion and oxidoreductase (Figure 2I). ChIP-qPCR confirmed that LSD1 KO decreased the H3K4me2 abundance in the promoters of mitochondrial genes in the liver (Figure 2J). Interestingly, mitochondrion was also an enriched cluster in the DAVID analysis of altered genes without H3K4me2 binding in the liver of LSD1-LKO mice (Figure 2K). Although the overall H3K9me2 RPKM was not altered by LSD1 KO, ChIP-qPCR identified increased H3K9me2 abundance in several mitochondrial gene promoters (Supplemental Figure 3C). These results provide strong evidence that epigenetic modifications contribute to the LSD1-regulated mitochondrial gene expression, but other mechanisms are also involved.

### LSD1 interacts with NMNAT1 and regulates NMNAT1 activity.

To further investigate the mechanisms by which LSD1 regulates mitochondrial gene expression and function, we performed hypergeometric optimization of motif enrichment (HOMER) searches using the LSD1 ChIP-seq data and found that LSD1 binding sites coincided with mitochondrial transcription factors NRF1, ERRα, and GABPα (Figure 3A). 

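The motifs were searched in 500-bp windows at the centers of 14583 LSD1 peaks. HOMER's motif matrices were not used here. Exact matches on either strand to the central letters of the logos in Figure 3A were counted, GCGCATGCGC for NRF1, CAAAGGTCA for ERRα and CCGGAAGT for GABPα. The background was 30404 random genomic windows matched on GC content in bins of 5%, 2.09 per peak because GC-rich windows ran out. The GC content was 52.7% in LSD1 peak windows and 52.3% in the background. The NRF1 motif was found in 113 LSD1 peak windows (0.775%) and 53 background windows (0.174%), an odds ratio of 4.47 (95% confidence interval 3.23 to 6.20, two-sided Fisher's exact test, p = 6.41e-21). The ERRα motif was found in 271 (1.86%) and 163 (0.536%), an odds ratio of 3.51 (95% confidence interval 2.89 to 4.27, two-sided Fisher's exact test, p = 1.06e-37). The GABPα motif was found in 418 (2.87%) and 269 (0.885%), an odds ratio of 3.31 (95% confidence interval 2.83 to 3.86, two-sided Fisher's exact test, p = 2.76e-53).

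The choice of background or of match moved the odds ratios most. Against control H3K4me2 peaks without an LSD1 peak, they were 1.87 for NRF1 (p = 6.86e-05), 1.69 for ERRα (p = 1.17e-07) and 1.68 for GABPα (p = 7.51e-11, two-sided Fisher's exact tests). For LSD1 peaks at TSSs against TSSs without an LSD1 peak, they were 1.62 for NRF1 (p = 0.00240), 2.11 for ERRα (p = 0.0124) and 1.47 for GABPα (p = 4.26e-06, two-sided Fisher's exact tests). With 1 mismatch allowed, the odds ratios were 2.52, 1.67 and 1.34. All 3 motifs stayed above 1 in each of these settings. The TSSs without an LSD1 peak were not limited to promoters with an H3K4me2 peak, so that mark was not matched in that comparison.

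**Figure D4:**
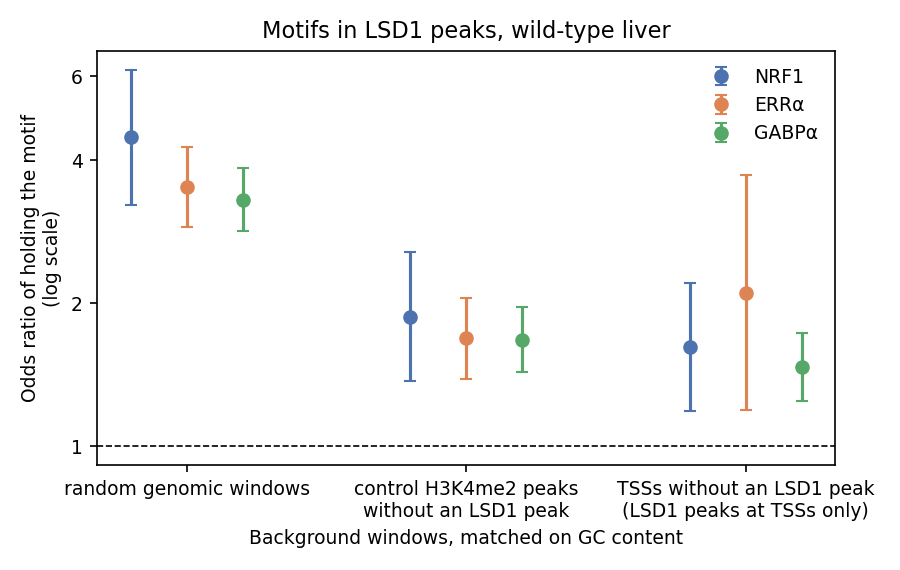
Odds ratios of holding the NRF1, ERRα or GABPα motif in LSD1 peak windows (y axis, log scale) against 3 backgrounds matched on GC content (x axis). Points are odds ratios, error bars are 95% confidence intervals, and the dashed line marks an odds ratio of 1. The NRF1 odds ratio is 4.47 against random genomic windows and 1.62 for peaks at TSSs against other TSSs.

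Among the LSD1 promoter peaks of the downregulated mitochondrial genes, 7 held the NRF1 motif (5.04%, 95% Wilson confidence interval 2.46% to 10.0%), 3 the ERRα motif (2.16%, 0.737% to 6.15%) and 12 the GABPα motif (8.63%, 5.01% to 14.5%). Among the genes with mapped ChIP or ChIP-qPCR regions in the paper, the GABPα motif lay in the LSD1 peaks of Polg and Mrps22. In Polg it lay on the minus strand of chromosome 7 from 79466304 to 79466311, in the sequence AGGACCTCACCCGGAAGTCCCTCTGCAC. In Mrps22 it lay on the minus strand of chromosome 9 from 98601683 to 98601690, in the sequence ACCTCTCGAGCCGGAAGTTGCTCTATCG.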

Analysis of the downregulated genes in LSD1-LKO using TRANSFAC in the Enrichr tool (27, 28) also showed the enrichment of NRF1 targets (Supplemental Figure 4A). Consistently, we found that NRF1 binding to Cox6b and mTfb2 promoters and that GABPα binding to Polg, Polg2, Polrmt, and Rps21 promoters were reduced in the ChIP-qPCR analysis (Figure 3, B and C). NRF1, ERRα, and GABPα mRNA (not shown) or protein levels (Figure 3D) were not altered by hepatic LSD1 KO. Furthermore, co-IP with multiple conditions failed to detect interactions between LSD1 and these mitochondrial transcription factors in the liver (Supplemental Figure 4B). These results suggest that NRF1, ERRα, and GABPα are involved in regulating LSD1-modulated mitochondrial gene expression but likely through indirect mechanisms.

We then performed LSD1 IP coupled with liquid chromatography–tandem mass spectrometry (LC-MS/MS) analysis using nuclear lysates from mouse liver to identify endogenous LSD1 interaction proteins that may regulate mitochondrial function. The approach confirmed several known LSD1 interacting proteins initially identified in cancer cells, including LSD1 heterodimeric partner CoREST (29, 30) (Figure 3E and Supplemental Table 2). NMNAT1, the dominant NMNAT in the liver that controls the final step of nuclear NAD^+^ synthesis, was highly enriched in the immunoprecipitated LSD1 complex, with the peptide count higher than CoREST when protein molecular weight was considered (Supplemental Table 2). LSD1 IP and NMNAT1 reverse IP assays followed by Western blot confirmed the interaction between LSD1 and NMNAT1 (Figure 3, F and G). These experiments identify NMNAT1 as a potentially novel LSD1 interacting protein.

Nuclear NAD^+^ produced by NMNAT1 is an essential cofactor of SIRT1 and SIRT7, and both play major roles in regulating mitochondrial biogenesis and function (8, 11, 12, 31). The interaction between LSD1 and NMNAT1 raised the possibility that LSD1 may regulate SIRT1 and SIRT7 activity through NMNAT1-mediated NAD^+^ synthesis. Co-IP assays showed that LSD1, NMNAT1, SIRT1, and SIRT7 formed a complex in hepatocytes (Figure 3G). PGC-1α, the master regulator of mitochondrial biogenesis, is a well-established SIRT1 target. SIRT1 deacetylates PGC-1α and enhances PGC-1α protein stability (31–33). Hepatic LSD1 KO reduced SIRT1 deacetylase activity, as evidenced by increased PGC-1α acetylation (Figure 3H). Consistently, PGC-1α protein levels (Figure 3H) but not mRNA expression (Supplemental Figure 4C) were reduced, leading to an increased ratio of acetylated PGC-1α versus total PGC-1α (Figure 3I). PGC-1α serves as an essential cofactor for mitochondrial transcription factors, including NRF1 (7). The reduced PGC-1α levels may contribute to the decreased transcription factor activity of the nuclear mitochondrial genes (Figure 3B). In addition to targeting PGC-1α, SIRT1 may also catalyze the deacetylation of histone protein, such as H3K9 acetylation. Consistent with the reduced SIRT1 activity in the liver of LSD1-LKO mice, H3K9 acetylation was increased (Figure 3, H and J).

SIRT7 deacetylates GABPβ, which forms a heterodimer with GABPα to regulate mitochondrial genes — especially mitochondrial ribosomal genes (*Mrp*) (12). LSD1 KO increased GABPβ acetylation without altering protein levels (Figure 3H). The acetylated GABPβ and total GABPβ ratio were, therefore, increased (Figure 3K). Although mtDNA only encodes 13 proteins, the translation is tightly regulated by at least 77 MRPs (3, 34) among which 51 have GABPα binding in the enhancer/promoter region (12, 35). LSD1 KO reduced 46 *Mrp* genes, and 29 were GABPα targets (Figure 3L and Supplemental Figure 4D). The results show that hepatic LSD1 KO reduces the activity of SIRT1 and SIRT7, which are the upstream regulators of mitochondrial transcription factors and cofactors.

### LSD1 regulates NMNAT1 gene expression and protein methylation.

How does LSD1 regulate NMNAT1-mediated SIRT1 and SIRT7 activity? *Nmnat1* mRNA was decreased by approximately 20% in the liver of LSD1-LKO mice (Figure 4A). The cytosolic *Nmnat2* was increased, while mitochondrial *Nmnat3* was not altered (Supplemental Figure 5A). It is worth noting that *Nmnat2* is mainly expressed in the brain (36, 37), and its mRNA levels in the liver were very low, with an average cycle quantification value of 33 in the qPCR assays (Supplemental Figure 5B). The reduced *Nmnat1* mRNA levels in the liver of LSD1-LKO mice were associated with the reduced abundance of H3K4 methylation (Figure 4B), but not H3K9 methylation (not shown), on the *Nmnat1* promotor. LSD1 KO reduced NMNAT1 protein by 60% without altering SIRT1 or SIRT7 levels (Figure 4, C and D). Since there is no established method to measure nuclear NAD^+^ levels (8), we measured the total cellular NAD^+^ and NADH levels in the liver of LSD1-LKO and control mice. LSD1 KO tended to decrease cellular NAD^+^ levels and significantly reduced the NAD^+^/NADH ratio (Figure 4, E and F). These results show that LSD1 is necessary for maintaining *Nmnat1* mRNA and protein levels in the liver. The reduced NMNAT1-mediated NAD^+^ synthesis may contribute to the reduced SIRT1 and SIRT7 activity.

LSD1 has been shown to regulate methylation of several nonhistone proteins (38–40). Since LSD1 interacts with NMNAT1, we asked whether LSD1 may modify NMNAT1 protein, therefore modulating NMNAT1 activity in addition to regulating its expression. Proteomic analysis identified 3 NMNAT1 posttranslational modifications, lysine 56 dimethylation (K56me2) (Figure 4G), lysine 45 acetylation (K45ac) (Supplemental Figure 5C), and S136 phosphorylation (Supplemental Figure 5D). The K56me2 and K45ac were potentially novel modifications, while S136 phosphorylation was previously reported (41).

LSD1 knockdown in hepatocytes increased K56me2 levels (Figure 5A), as well as K45ac levels (Supplemental Figure 5E), without affecting S136 phosphorylation (not shown). These results show that LSD1 targets NMNAT1 and regulates NMNAT1 di-methylation and acetylation. We then investigated the functional outcomes of LSD1-mediated NMNAT1 methylation. For the known LSD1 nonhistone targets MYPT1 and AGO2, LSD1 modulates protein methylation and stability (38–40). Since LSD1 KO reduced NMNAT1 protein levels more than the mRNA levels (Figure 4, A and D), we tested whether LSD1 may also modulate NMNAT1 protein stability. To avoid the effects of LSD1 knockdown on the endogenous NMNAT1 expression, we used the lentiviral system to stably express Flag-tagged NMNAT1 in Hepa1.6 hepatoma cells. We applied cycloheximide to block protein synthesis and measured protein turnover. However, LSD1 knockdown did not affect NMNAT1 protein stability (Supplemental Figure 6A).

According to the crystal structure of NMNAT1 (42–45), K56 of NMNAT1 protein is located at the outer surface and away from the substrate NMN (Figure 5B). It is, therefore, less likely that the LSD1-targeted K56 dimethylation would affect NMNAT1 substrate binding. We hypothesized that the increased dimethylation of the positively charged lysine 56 of NMNAT1 from LSD1 knockdown may generate a bulky dimethyl side chain and interfere with the interaction between NMNAT1 and other proteins such as SIRT1 and SIRT7 (Figure 3G). Indeed, co-IP assay revealed that the interaction of the Flag-tagged NMNAT1 with SIRT7 (Figure 5C), but not SIRT1 (not shown), was impaired in hepatocytes with LSD1 knockdown. We then generated a mutation replacing lysine 56 with arginine (K56R), which abrogates LSD1-modulated methylation. LSD1 knockdown did not affect NMNAT1 and SIRT7 interaction in K56R expression hepatocytes (Figure 5D and Supplemental Figure 6B for LSD1–siRNA-2), indicating that K56me2 of NMNAT1 interferes with NMNAT1 and SIRT7 interaction.

The next question was whether LSD1-modified NMNAT1 K56me2 regulates SIRT7 activity and mitochondrial gene expression. The increased GABPβ acetylation and reduced mitochondrial *Mrp* gene expression (Figure 3, H and L) in the liver of LSD1-LKO mice provided initial evidence for the physiological outcomes of decreased SIRT7 activity when LSD1 was deleted. To further investigate the mechanistic link between NMNAT1 K56 methylation and SIRT7 interaction, we studied GABPβ acetylation and *Mrp* gene expression in hepatocytes expressed with K56R mutant NMNAT1. Consistent with in vivo data (Figure 3, H and L), LSD1 knockdown in cultured hepatocytes increased GABPβ acetylation (Figure 5E). On the other hand, LSD1 knockdown did not alter SIRT7-mediated GABPβ acetylation in K56R-NMNAT1–expressing hepatocytes (Figure 5E). Furthermore, LSD1 knockdown reduced the expression of mitochondrial ribosomal protein genes *Mrps5*, *Mrps9*, and *Mrpl45* in WT but not in K56R-NMNAT1–expressing hepatocytes (Figure 5F). These results indicate that LSD1-mediated demethylation of K56 is necessary for SIRT7-regulated mitochondrial transcription factor GABP activity. Taken together, LSD1 may regulate mitochondrial gene expression and function through multiple mechanisms. First, LSD1 modulates H3K4 methylation and epigenetically primes mitochondrial gene expression. Second, LSD1 maintains NMNAT1 protein expression and NAD^+^ production, which enhances SIRT1 and SIRT7 to activate mitochondrial transcription factors (NRF1, GABP) and cofactor (PGC-1α). Third, LSD1 demethylates NMNAT1 protein at K56 to augment SIRT7-mediated GABP activity (Figure 5G).

### LSD1-LKO mice are protected from diet-induced fatty liver and glucose intolerance.

Despite the reduced mitochondrial gene expression and function (Figure 1), LSD1-LKO mice tended to reduce absolute body weight (Figure 6A) and significantly decreased weight gain on a HFD (Figure 6B). MRI body composition measurements exhibited reduced adiposity and increased relative lean mass in LSD1-LKO mice (Figure 6, C and D). The perigonadal fat pad and liver weights were decreased (Figure 6, E and F). Bodyweight and body composition were not different between the chow-fed LSD1-LKO (Lsd1-LKO–Chow) and controls (Con-Chow) (Figure 6, A–F). Hepatic triglyceride content was lower in LSD1-LKO mice (Figure 6, G and H). The LSD1-LKO mice were also more glucose tolerant compared with controls (Figure 6I). Metabolic cage studies showed oxygen consumption was increased in the LSD1-LKO mice normalized to body weight (Figure 6, J and K) or lean mass (Supplemental Figure 7A). Respiratory exchange ratio (RER), food intake, and activity were not different (not shown). The results show that hepatic LSD1 KO increases systemic lipid, glucose, and energy metabolism, despite the reduced mitochondrial gene expression and function in the liver.

LSD1 has been reported to suppress hepatic *Cyp7a1* expression and bile acid synthesis, which could contribute to the improved metabolic phenotype in LSD1-LKO mice. However, our data show that *Cyp7a1* and *Cyp8b1*, the rate-limiting enzymes for bile acid synthesis, were not altered in the liver of LSD1-LKO mice (Supplemental Figure 7B). Hepatic steatosis may be caused by increased lipid inputs (fatty acid uptake and de novo lipogenesis) and/or reduced outputs (fatty acid oxidation and very–low density lipoprotein [VLDL] secretion) (Supplemental Figure 7C; refs. 46, 47). Since the mitochondrial function (fatty acid oxidation) was reduced in the LSD1-LKO liver, we measured genes involved in fatty acid uptake, de novo lipogenesis, and VLDL/triglyceride secretion. LSD1 KO reduced *Cd36*, the fatty acid uptake transporter, by 60% in the liver. On the other hand, genes for fatty acid synthesis (*Scd1*, *Acc1*, and *Fasn*) and VLDL/triglyceride secretion (*ApoB*, *ApoA4*, and *ApoA5*) were increased in the LSD1-LKO liver compared with controls (Figure 6L). Consistent with the increased apoprotein expression, LSD1 KO in the liver enhanced WR-1339–stimulated triglyceride secretion (Figure 6M). The baseline triglycerides were not different between LSD1-LKO and control, which could be related to the increased energy expenditure (Figure 6J). The results suggest that, with reduced mitochondrial function, LSD1-LKO liver limits fatty acid uptake and promotes VLDL/triglyceride secretion, likely to alleviate the mitochondrial burden on fat metabolism. The increased VLDL/triglyceride secretion also provides evidence that inactivating LSD1 in adult mice does not lead to liver injury, since VLDL/triglyceride secretion is drastically inhibited with hepatocyte injury (48). Furthermore, liver enzyme ALT was reduced, and apoptosis markers were not increased in LSD1-LKO mice compared with controls (Supplemental Figure 7, D and E). The increased lipid secretion may contribute to the improved hepatic steatosis but cannot explain the leanness in LSD1-LKO mice. We found that browning markers in inguinal white adipose tissue were significantly induced in LSD1-LKO mice (Figure 6N), suggesting that adipose tissue may be involved in the dissipation of the fat secreted from liver. For glucose metabolism, LSD1 KO did not alter gluconeogenesis genes (*Pepck* and *G6pase*), but it increased glycolytic genes (*Pfkl*, *Gapdh*, and *Pkl*) (Supplemental Figure 8, A and B). The results show that LSD1 KO in the liver regulates hepatic and systemic lipid and glucose metabolism.

### FGF21 regulates hepatic lipid and glucose metabolism in LSD1-LKO mice.

The question then arose as to whether there is a coherent physiological process linking the reduced mitochondrial function in the liver (Figure 1) to the improved metabolic phenotype in the LSD1-LKO mice (Figure 6). It is increasingly recognized that reduced mitochondrial function may trigger the production of secretory proteins known as mitokines to regulate systemic glucose, lipid, and energy metabolism (49, 50). FGF21 is a well-established hepatic mitokine that regulates systemic energy and glucose metabolism (51–53). We found that *Fgf21* expression was induced in the LSD1-LKO liver (Figure 7A). Consistently, serum FGF21 levels were significantly elevated in LSD1-LKO mice (Figure 7B). Hepatic LSD1 KO increased H3K4me2 abundance in *Fgf21* promoter (Figure 7C). NMNAT1 knockdown also increased *Fgf21* mRNA in hepatocytes, although to a lesser extent compared with LSD1 knockdown (Figure 7D). The results indicate that both LSD1-regulated histone methylation and NMNAT1 activity contributed to the elevated *Fgf21* expression. The transcription activators for the increased *Fgf21* expression in the LSD1 KO liver remained elusive. The known *Fgf21* transcription factors including ATF4, PPARα, CREBH, and XBP1 were not increased by LSD1 KO (Supplemental Figure 9A). In addition to increasing *Fgf21* expression, hepatic LSD1 KO also elevated *Fgf21* receptors, including *Fgf1r*, *Fgf4r*, and *Klothob* (Figure 7E) in the liver but not in adipose tissue (Supplemental Figure 9B). The results suggest that LSD1 KO may enhance FGF21 signaling in the liver.

To further investigate whether the elevated FGF21 is involved in the improved metabolic phenotype in LSD1-LKO mice, we generated LSD1– and FGF21–double KO in adult mice (FL-LDKO) by treating LSD1 and FGF21 double-floxed mice with AAV8-TBG-Cre (Figure 8, A and B). Deleting FGF21 from LSD1-LKO liver partially reversed the improved hepatic steatosis (Figure 8C), likely due to the FGF21-dependent alteration of lipid uptake (*Cd36*) and secretion (*ApoB*, *ApoA4*, and *ApoA5*) (Figure 8D). Consistent with the gene expression of the apoproteins, FGF21 KO reversed the enhanced triglyceride secretion in LSD1-LKO mice (Figure 8E). FGF21 KO also partially reversed the improved glucose tolerance in LSD1-LKO mice (Figure 8F) but did not reverse the elevated glycolysis genes (Supplemental Figure 10A). Furthermore, FGF21 deletion did not appear to affect adiposity, energy expenditure, or WAT browning in the LSD1-LKO mice (Supplemental Figure 10, B–D). These results indicate that hepatic mitokine FGF21 and the FGF21 signaling pathway are partially involved in the adaptive mechanisms for the improved hepatic steatosis and glucose tolerance in the LSD1-LKO mice.

## Discussion

LSD1 regulates methylation of histone and nonhistone proteins to exert diverse cellular functions in a context-dependent manner. However, the molecular targets and physiological function of LSD1 in metabolic organs remain to be fully elucidated because LSD1 is essential to development and cellular identity. The secondary effects from the changes in development and cellular identity when LSD1 is deleted at the embryonic stage may obscure the identification of true targets of LSD1 and prevent further studies on its physiological functions. In the current study, we took advantage of the AAV8 system to deliver TBG-driven Cre recombinase to the liver of adult LSD1-floxed mice and deleted LSD1 from the adult liver. Our data show that LSD1 is necessary for maintaining approximately one-third of all known nuclear-encoded mitochondrial genes in the liver.

Mitochondrial biogenesis and function are controlled by more than 1000 nuclear gene–encoded proteins that are transported to mitochondria to regulate mtDNA replication, RNA transcription, protein translation, and OXPHOS. This nuclear-mitochondrial anterograde regulatory system could be evolutionally selected. According to the endosymbiotic theory, mitochondria are descended from specialized bacteria that are engulfed and survived in the precursor of modern eukaryotic cells (54, 55). Evolutionally, the eukaryotic cells needed to develop a nuclear-to-mitochondrial system so that the “foreign organelles” work for host cells in a regulatory fashion. Our data show that LSD1 is positioned high in this anterograde regulatory hierarchy, since LSD1 integrates the epigenetic machinery involving histone methylation and the transcriptional machinery involving NMNAT1-mediated NAD^+^ synthesis. Histone methylation modulates the enhancer and promoter activity to prime the expression of nuclear mitochondrial genes. NMNAT1-mediated NAD^+^ synthesis regulates SIRT1 and SIRT7 activity, which modulates major mitochondrial transcription factors and cofactors including NRF1, GABPα, and PGC-1α. Both epigenetic and transcriptional mechanisms allow LSD1 to regulate a large amount of nuclear-encoded mitochondrial genes.

LSD1 may repress or activate gene expression through demethylating H3K4me1/2 or H3K9me1/2, respectively. LSD1 KO in the liver does not alter global H3K4 and H3K9 methylation, likely because H3K4 and H3K9 methylation can be regulated by multiple methyltransferases and demethylases (56). We initially hypothesized that LSD1 KO would selectively increase the suppressive H3K9 methylation on the downregulated mitochondrial genes in the LSD1-LKO liver. Interestingly, however, ChIP-seq analysis reveals that LSD1 peaks coincide with H3k4me2 peaks — but not H3K9me2 peaks — in the promoter and enhancer regions of the downregulated mitochondrial genes. LSD1 has been shown to coincide with H3k4 methylation but not with H3K9 peaks in cultured lymph node carcinoma of the prostate (LNCaP) cells and myoblasts (57, 58). One possible reason for the absence of LSD1-regulated H3K9 methylation could be the increased H3K9 acetylation from the reduced SIRT1 activity in LSD1 KO cells (Figure 3J). H3K9 acetylation is associated with gene activation rather than gene suppression. The mechanism by which LSD1 KO/inhibition decreases the abundance of H3K4 methylation on the reduced LSD1 target genes is unclear, but this mechanism is likely through secondary effects of other H3K4 methyltransferases or demethylases.

In addition to the epigenetic mechanism, LSD1 may regulate mitochondrial gene expression and function via modulating NMNAT1 expression and activity. LSD1 KO downregulates *Nnmat1* expression, which may partially explain the reduced NAD^+^/NADH and the decreased NAD^+^-mediated SIRT1 and SIRT7 activity in LSD1-LKO liver. Importantly, LSD1 also interacts with NMNAT1 and demethylates NMNAT1-K56me2. This removes the bulky dimethylation moiety of K56 on the NMNAT1 protein surface and exposes the positively charged lysine for interacting with other proteins such as SIRT7. The NMNAT1 and SIRT7 interaction may bring NMNAT1 into closer proximity to SIRT7, which allows transferring NMNAT1-synthesized NAD^+^ to SIRT7 for activation. The physiological and biological outcomes of the mechanistic link between NMNAT1 and SIRT7 interaction modulated by LSD1 are manifested by the reduced expression of multiple *Mrps*, the known targets of SIRT7/GABP pathway, in the LSD1-LKO liver. In addition to K56 methylation, NMNAT1 also undergoes S136 phosphorylation and K45 acetylation. It is previously reported that S136 phosphorylation interferes NMNAT1 and Poly(ADP-Ribose) Polymerase 1 (PARP1) interaction and reduces PARP1 activity (41). Although LSD1 does not modulate S136 phosphorylation, LSD1 KO also increases NMNAT1-K45 acetylation. The biological and physiological effects of NMNAT1-K45ac remain to be further investigated.

It is an unexpected finding that LSD1-LKO mice are protected from diet-induced obesity, hepatic steatosis, and glucose intolerance. The phenotype manifests only under the HFD but not chow condition, likely because HFD increases the mitochondrial burden and LSD1 KO leads to decompensation. Mitochondrial dysfunction is associated with insulin resistance, obesity, and aging, but whether the reduced mitochondrial function causes these conditions is controversial. Recently, elegant studies from knocking out or inhibiting key mitochondrial genes in worms, flies, and mice have provided significant evidence that reduced mitochondrial function, at least under some conditions, may improve systemic energy metabolism and enhance longevity (59, 60). For example, inhibiting the electron transport chain in neurons and gut counteracts aging in *C. elegans* (61). Polg mutant mice (62); muscle KO of Crif, an integral protein of the large mitoribosomal subunit (39S) (63); muscle KO of mitochondrial fusion protein optic atrophy 1 (OPA1) (64); muscle KO of adenine nucleotide translocator isoform 1 (ANT1) (65); and liver KO of carnitine palmitoyltransferase 2 (CPT2) (66) all show improved glucose and energy metabolism. Finally, inhibition of mitochondrial respiration is considered to be one mechanism for the beneficial effects of metformin on metabolism (67). Mechanistically, the improved systemic energy metabolism and longevity are mediated by the mitokines evoked by mitochondrial stress–induced retrograde signaling in the organ with reduced mitochondrial function. This adaptive response, which is conserved from worms to mammals, aims at relieving metabolic burden in the impacted organ to reestablish mitochondrial homeostasis (49, 50). Few mitokines, including FGF21, GDF15, and Humanin, have been identified, among which FGF21 is the best characterized. FGF21 activates multiple pathways including reducing hepatic fatty acid uptake (Cd36), enhancing VLDL secretion (ApoB, ApoA4, and ApoA5), and browning of white adipose tissue through the receptors FGF1r, FGF4r, and Klotho. The adaptive elevation of FGF21 explains the improved energy metabolism in the Polg-deficient and muscle OPA1–KO mice (62, 64).

Our data show that FGF21 expression is upregulated in the liver of LSD1-LKO mice. Studies of hepatic LSD1- and FGF21-DKO mice reveal several intriguing adaptive mechanisms that alter metabolic flux under conditions of reduced mitochondrial function. A defective mitochondrial oxidative capacity for fatty acids in the liver of LSD1-LKO mice may promote the liver to use glucose, which increases glucose tolerance. The undegraded fatty acids may be shunted toward triglyceride synthesis and secretion. Part of the adaptive response appears to be mediated by FGF21 signaling pathway. In addition to upregulating FGF21, LSD1-LKO liver also increases the expression of FGF21 receptors. The enhanced FGF21 signaling then downregulates transporter *Cd36* for fatty acid intake and upregulates *ApoB*, *ApoA4*, and *ApoA5* for VLDL/triglyceride secretion, leading to reduced fat content in LSD1-LKO liver. The purpose of this adaptive response is likely to alleviate the metabolic burden from the reduced mitochondrial function in LSD1-LKO liver. Interestingly, LSD1 also regulates lipogenic genes (68). However, the reduced fatty acid uptake and increased triglyceride secretion appear to be sufficient to overcome the increased lipogenic genes in LSD1-LKO liver. The increased FGF21 signaling mainly exerts autocrine effects in LSD1-LKO liver. Although FGF21 has been shown to activate browning of white adipose tissue and increase energy expenditure, it is dose dependent. Human studies also show that pegbelfermine, a PEGylated FGF21 analog, improves fatty liver without changing body weight (69, 70). The modestly elevated serum FGF21 in LSD1-LKO mice does not appear sufficient to activate browning of white adipose tissue. In addition, FGF21 receptors are not increased in adipose tissue of LSD1-LKO mice. FGF21 has been shown to act on the nervous system to regulate body weight and glycemia (71, 72), which might contribute to the metabolic phenotype in the LSD1-LKO mice. It is worth noting that FGF21 KO by itself causes glucose intolerance and higher liver triglyceride content. There is a possibility that the reversed phenotype in the FL-LDKO mice reflects an additive effect of FGF21 KO on top of LSD1 KO. Future studies are necessary to identify the mitokines that regulate WAT browning and systemic energy metabolism in the LSD1-LKO mice.

In summary, our studies of LSD1 KO in the liver of adult mice reveal that LSD1 is essential for anterograde regulation of nuclear-encoded mitochondrial genes. In addition to modifying histone (H3K4) methylation, LSD1 regulates the expression and methylation of the NAD^+^ synthetic enzyme NMNAT1, alters SIRT1 and SIRT7 function, and modulates mitochondrial transcription factor and cofactor activity. Furthermore, LSD1 is involved in the retrograde signal induced by mitochondrial stress to modulate the production of mitokines such as FGF21, which in turn regulate systemic glucose, lipid, and energy metabolism (Figure 8G). Therefore, LSD1 orchestrates a core regulatory network involving epigenetic modifications and NAD^+^ synthesis to control mitochondrial function and hepatokine production.

## Methods

### Mouse studies.

LSD1^fl/fl^ mice were provided by Stuart Orkin at the Boston Children’s Hospital (Boston, Massachusetts, USA) (22). To generate LSD1-LKO mice, AAV8-TBG-Cre (5 × 10^10^ gc/mouse) (Penn Vector Core, Philadelphia, Pennsylvania, USA) (23) was injected through tail vein into LSD1^fl/fl^ mice at 6–7 weeks of age. AAV8-TBG-GFP was injected to LSD1^fl/fl^ mice as controls. One week after the injections, the mice were fed a HFD containing 54.8% fat calories, 24.0% carbohydrate calories, and 21.2% protein calories (4.8 kcal/gram) (stock no. TD.93075; Envigo Inc.) (14). Tissues are collected 4–5 weeks after HFD feeding. To generate FL-LDKO mice, the LSD1^fl/fl^ mice were crossed to FGF21^fl/fl^ mice (The Jackson Laboratory, stock no. 022361) to first create LSD1 and FGF21–double floxed homozygous mice. The mice were then injected with AAV8-TBG-Cre or AAV8-TBG-GFP and fed a HFD as described for LSD1-LKO mice. Mice were maintained under a 12-hour light/12-hour dark cycle at constant temperature (23°C) with free access to food and water. Male mice were used in most of the experiments, except for the ones specified in the text.

### RNA extraction and qPCR.

Total RNA was extracted using the RNeasy kit (QIAGEN). cDNA was synthesized using the SuperScript III first-strand synthesis supermix for qPCR (Invitrogen) and used in real-time PCR with Power SYBR Green PCR master mix (Applied Biosystems) on a 7900HT real-time PCR system (Applied Biosystems). The relative gene expression levels were calculated by the 2^–ΔΔCt^ method using Tata-binding protein (Tbp) as an internal control. Primer sequences are shown in Supplemental Table 3.

### RNA-seq analyses.

RNA-seq was performed at the UCI Genomic High-Throughput Facility. The sequencing data were uploaded to the Galaxy web platform and we used RNA-STAR for mapping, StringTie for transcript assembly, and DESeq2 for differential expression (73). GSEA and DAVID functional annotation were used to identify enrichment of functional gene sets (14, 74–76).

### ChIP-qPCR.

Liver tissue chromatin precipitation was performed using SimpleChip Plus Sonication Chromatin IP kit (Cell Signaling Technologies, 56383) following manufacturer’s instructions. In brief, 1 mg of frozen tissue was cross-linked in 1% formaldehyde in PBS for 10 minutes. Chromatin was sheared using Bioruptor UCD-200 (Diagenode Inc.) for 15 minutes (5 minutes per run with 30 seconds on 30 seconds off, in 2-minute intervals). Chromatin 10 to 20 μg was incubated with indicated antibodies overnight. The protein-DNA was then de–cross-linked. DNA was purified and subjected to qPCR.

### ChIP-seq analyses.

For ChIP-seq, libraries were prepared from DNA immunoprecipitated by LSD1 (40), H3K4me2 (77), and H3K9me2 (78) antibodies (Supplemental Table 4) and subjected to deep-sequencing using a HiSeq 2000 (Illumina). Quality of reads were assessed using FastQC v0.10.1 (https://www.bioinformatics.babraham.ac.uk/projects/fastqc/). Reads were mapped to the mm10 reference genome with Bowtie 2 v2.2.7 using default options (79). Narrow peaks were called using MACS v2.0.10 (80) with *P* = 0.01 for callpeak compared with IgG ChIP-seq as input controls. Biologically reproducible peaks are found using BEDtools v2.25.0 (81) *intersect* option. To visualize the ChIP-seq in the IGV genome browser (82), the aligned reads were first deduplicated using Samtools v0.1.19 (83). IGVtools functions (82) *sort* (default options) and *count* (options: -w 25 -e 250) were then used to generate the browser tracks. Motif searches were performed using HOMER v4.10 (84) with a 500 bp size window. HOMER v4.10 was also used to annotate peaks. To quantify the H3K4me2 signal in the Lsd1 promoter peaks, H3K4me2 ChIP reads were quantified within LSD1 peaks using BEDtools v2.25.0 *coverage* (81). These read counts were normalized to the length of each LSD1 peak per kilobase and the total number of aligned H3K4me2 reads per million. Wilcoxon rank-sum test was used to test the significance of difference in WT and LSD1-KO H3K4me2 signal.

### Western blot and IP.

Nuclear protein was extracted using the Thermo Fisher Scientific NE-PER Nuclear and Cytoplasmic Extraction Kit. Histone protein was extracted using the EpiQuik Total Histone Extraction Kit from EpiGentek. Western blot was performed following a standard protocol (14, 74, 85). For IP, protein lysates were incubated with indicated antibodies at 4°C overnight. The Dynabeads protein G was used to precipitate the antibody-bound proteins. The antibodies are listed in Supplemental Table 4. Complete unedited blots are available in the supplemental material.

### Cellular metabolism.

Primary hepatocytes from LSD1-LKO or control mice were plated in the XF24 plates (Agilent Technologies). OCR was measured on the Seahorse XF24 Analyzer (Agilent Technologies) using modified buffer conditions with 1XKHB buffer containing 111 mM NaCl, 4.7 mM KCl, 2 mM MgSO4, 1.2 mM Na_2_HPO_4_, 2.5 mM Glucose, 0.5mM carnitine (pH 7.4), and standard assay reagents (oligomycin, FCCP, rotenone) (86). Data within each XF24 well were normalized using postassay protein.

### Quantification of mitochondrial and nDNA.

The liver was digested overnight with Proteinase K, and DNA was extracted with Qiagen AllPrep DNA/RNA Mini Kit. Mitochondria and nDNA were amplified by qPCR using Cox2 and Fasn primers (Supplemental Table 3), respectively. mtDNA copy numbers were calculated by normalizing Cox2 to Fasn levels (87).

### Transmission electron microscopy analysis.

Liver tissue was fixed in 1% glutaraldehyde and washed with 0.1M cacodylate buffer. After washing, the liver tissue was postfixed with 1% OsO_4_ in an 0.1M cacodylate buffer (pH 7.2) containing 0.1% CaCl_2_ for 1 hour. Samples were embedded in EMbed 812 (Electron Microscopy Sciences) after serial ethanol dehydration and propylene oxide treatment. The resin was then polymerized at 60°C for 36 hours. Tissue was sectioned using an EM UC6 ultramicrotome (Leica) and stained with 4% uranyl acetate and citrate. Observation was performed with a Tecnai G2 Spirit Twin transmission electron microscope (FEI Co.) and a JEM ARM 1300S high-voltage electron microscope (JEOL).

### Liver histology, lipid, and NAD^+^ assay.

Liver tissue was fixed with 4% paraformaldehyde, embedded in paraffin, and stained with H&E. Liver lipids were extracted using chloroform/methanol (2:1) as a solvent. Total triglyceride contents of the liver were determined by an enzymatic method (Stanbio Laboratory) (14, 85). NAD^+^ and NADH were measured using the Abcam NAD/NADH Colorimetric Assay Kit (catalog ab65348) (14).

### Proteomic analysis.

To identify endogenous LSD1 interaction proteins, IP was performed using the LSD1 antibody with normal rabbit IgG as a control. The immunoprecipitated protein complex was separated on an SDS-PAGE gel and stained using Coomassie Blue. Protein bands coimmunoprecipitated with LSD1 were excised from the gel and digested by trypsin; the resulting peptides were subjected to LC-MS/MS using an UltiMate 3000 RSLC (Thermo Fisher Scientific) coupled to an Orbitrap Fusion Lumos mass spectrometer (Thermo Fisher Scientific). LC analysis was performed on a 25 cm × 75 μm I.D. Acclaim PepMap RSLC column. Peptides were eluted using a gradient of 3% to 25% B in 91 minutes at a flow rate of 300 nL/min (solvent A: 100% H_2_O, 0.1% formic acid; solvent B: 100% acetonitrile, 0.1% formic acid). Raw spectrometric files were converted to MGF using MSconvert (ProteoWizard) and were searched using Batch-Tag within a developmental version (v. 6.0.0) of Protein Prospector at the UCSF (San Francisco, California, USA) against a decoy-containing database consisting of a normal mus musculus Swissprot database concatenated with a randomized version (SwissProt.2017.11.01.random.concat, total of 16,942 protein entries; https://prospector.ucsf.edu/prospector/cgi-bin/msform.cgi?form=msseq). The mass accuracy for parent ions and fragment ions was set as ± 20 ppm and 0.6 Da, respectively. Trypsin was set as the enzyme, and a maximum of 2 missed cleavages were allowed. Protein N-terminal acetylation, methionine oxidation, N-terminal conversion of glutamine to pyroglutamic acid, serine/threonine phosphorylation, and lysine acetylation/methylation/dimethylation were selected as variable modifications.

To identify NMNAT1 posttranslational modifications, Flag-tagged NMNAT1 in a lentiviral system was stably transfected in Hepa1.6 mouse hepatoma cells (ATCC, CRL-1830). NMNAT1 was immunoprecipitated by anti–Flag M2 antibody (Supplemental Table 4), eluted from beads with 0.1M glycine (pH 2.0), and digested using trypsin. The digested peptide mixture was subjected to LC-MS/MS as described above. To quantify identified NMNAT1 posttranslational modification, targeted LC-MS/MS analysis was performed on selected ions corresponding to NMNAT1 peptides. The AUCs of posttranslationally modified ions were determined using Skyline (88) and then normalized using the relative abundances of NMNAT1 (as determined by Skyline and MaxQuant v.1.5.5.1)

### In vivo metabolic studies.

Mouse in vivo metabolic studies were performed as described previously (14, 74, 85, 89). Total fat mass and lean mass were assessed using EchoMRI (Echo Medical Systems). Fat pads were harvested and weighed. Energy expenditure was measured by assessment of oxygen consumption with indirect calorimetry (TSE Phenomaster). Glucose tolerance test was performed by injecting glucose (1 g/kg) i.p. to mice with food removal for 5 hours. Blood glucose levels were measured at 0, 15, 30, 60, and 120 minutes. For the VLDL production, mice were fasted for 16 hours, followed by i.p. injection of tyloxapol (0.5 g/kg, MilliporeSigma) to inhibit systemic TG clearance. Aliquots of tail vein blood were taken at different times for determining serum triglyceride levels (90).

### Data availability.

The genome-wide analysis data are deposited to GSE145089 for LSD1 and histone ChIP-seq and GSE161286 for LSD1-LKO RNA-seq (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSM4306302; https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE161286).

### Statistics.

All data are expressed as mean ± SEM. Two-tailed Student’s *t* tests were used for all single comparisons. One- or 2-way ANOVA were performed followed by Bonferroni-Holm post hoc tests for multiple comparisons. Wilcoxon rank-sum test was used to test the significance of difference in WT and LSD1-KO H3K4me2 signal in Figure 2H. Statistical significance is assumed at *P* < 0.05.

### Study approval.

All mouse studies were conducted in accordance with federal guidelines and were approved by the IACUC of UCI.

## Author contributions

ZF and QY conceived and designed the project. Y Cao and LT performed all major experiments. KD, ZL, YF, XY, XW, and FY helped with some specific experiments. H Chen, Y Chen, and PHW helped with cellular metabolism and electron microscopy experiments. CY and LH performed proteomic analysis. QS, KP, ILB, and KWYC helped with ChIP-seq experiments and analyses. MS performed HMDP analysis. H Cheng and XL advised the project. Y Cao and QY wrote the manuscript.

## Supplementary Material

Supplemental

Supplemental table 1

Supplemental table 2

Supplemental table 3

Supplemental table 4

## Figures and Tables

**Figure 1:**
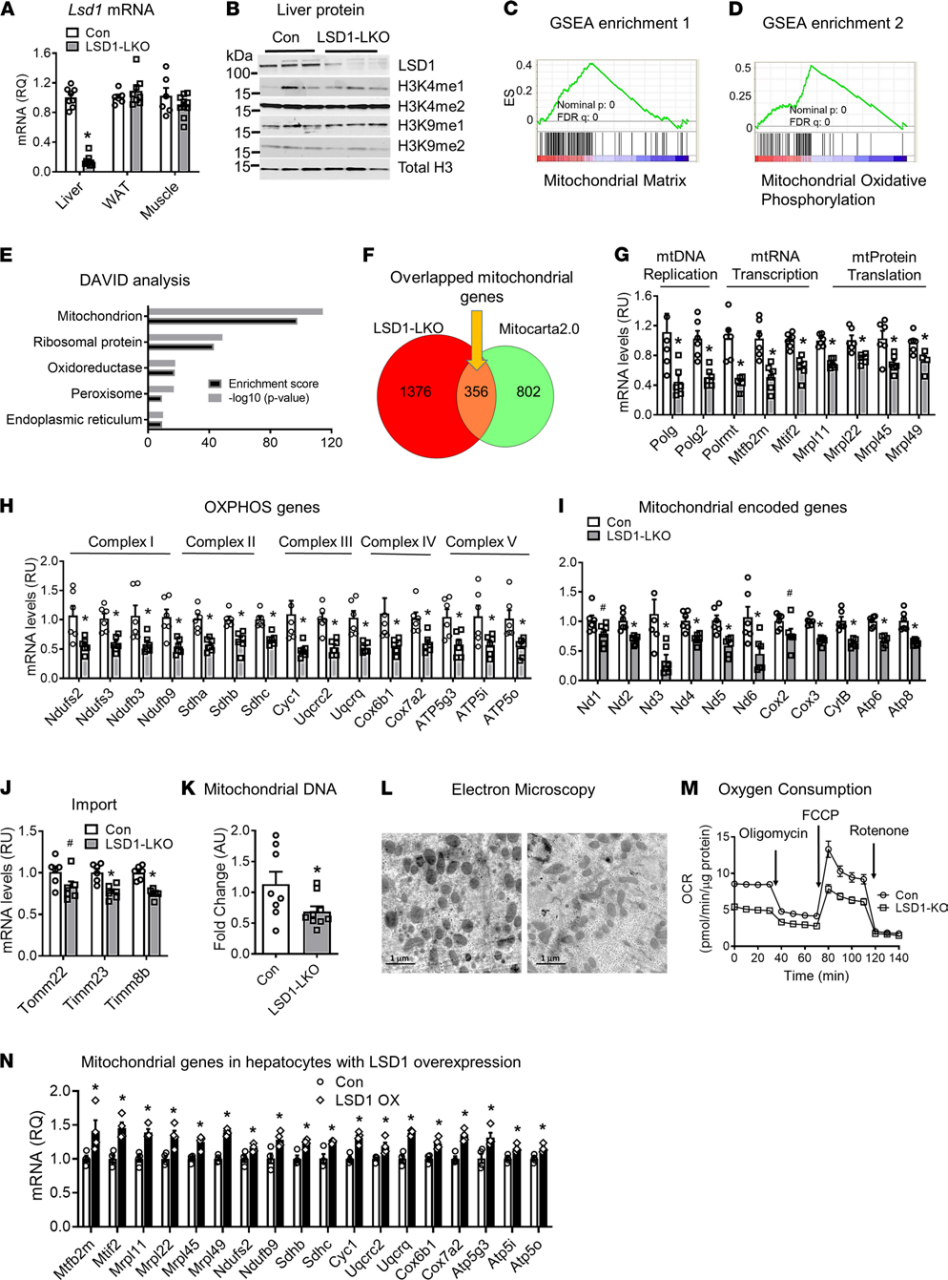
LSD1 regulates mitochondrial gene expression and function in the liver. (**A**) *Lsd1* mRNA levels in the liver, white adipose tissue (WAT), and muscle of liver-specific LSD1–KO mice (LSD1-LKO) (*n* = 6–8 per group). (**B**) LSD1-targeted histone modifications in the liver of LSD1-LKO and control mice. (**C** and **D**) Gene Set Enrichment Analysis (GSEA) of the RNA-seq data from liver of LSD-LKO and control mice. Mitochondrial matrix and mitochondrial oxidative phosphorylation genes are highly enriched among the reduced genes in LSD1-LKO liver. (**E**) DAVID analysis of the RNA-seq data. (**F**) Overlapped mitochondrial genes in the RNA-seq data from LSD1-LKO liver and the Mitocarta2.0 database. (**G**–**J**) Gene expression analysis of mitochondrial genes by quantitative PCR (*n* = 6 per group). (**K**) Mitochondrial DNA contents measured by quantitative PCR of mitochondrial *Cox2* DNA levels using the nuclear gene *Fasn* as a control (*n* = 8 per group). (**L**) Ultrastructure analysis of liver section of LSD1-LKO and controls by electron microscopy. Scale bar: 1 μm. (**M**) Oxygen consumption rate (OCR) in primary hepatocytes from LSD1-LKO and control mice. The OCR was measured by Seahorse XF24 analyzer (*n* = 10 per group). (**N**) Mitochondrial genes in hepatocytes with LSD1 overexpression (LSD1-OX) (*n* = 4 per group). Data are shown as mean ± SEM. *P < 0.05 by Student’s *t* test.

**Figure 2:**
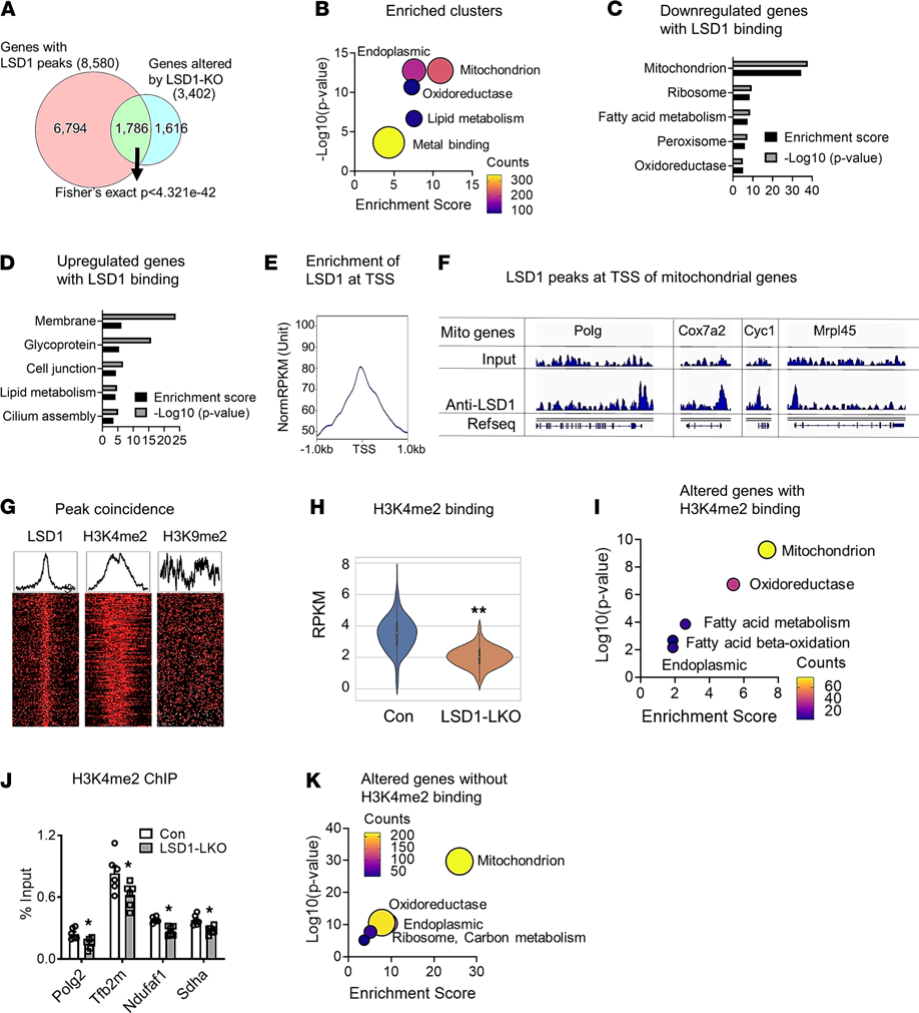
Epigenetic regulation of mitochondrial gene expression by LSD1. (**A**) Venn diagram of overlapped genes altered in the RNA-seq analysis of LSD-LKO liver and with LSD1 peaks in ChIP-seq analysis. (**B**) DAVID analysis of 1786 genes with LSD1 binding in the LSD1 ChIP-seq and also with altered expression in the RNA-seq analysis of LSD1-LKO liver. (**C** and **D**) DAVID analysis of the downregulated (**C**) or upregulated (**D**) genes with LSD1 binding. (**E**) LSD1 binding is enriched at transcription start sites (TSS). (**F**) Representative LSD1 peaks near the transcription start sites of mitochondrial genes. (**G**) Heatmap and distribution plots of coincided peaks of LSD1, H3K4me2, and H3K9me2 in the promoter regions of mitochondrial genes. (**H**) H3K4me2 abundance defined by reads per kilobase million (RPKM) in the promoter regions of the downregulated mitochondrial genes in the LSD1-LKO and control mouse liver. (**I**) DAVID analysis of altered genes with H3K4me2 binding. (**J**) ChIP-qPCR for abundance of H3K4me2 on selected mitochondrial genes in the liver of LSD1-LKO and control mice (*n* = 6 per group). (**K**) DAVID analysis of altered genes without H3K4me2 binding. Data are shown as mean ± SEM. *P < 0.05 by Student’s t test; **P < 0.0001 by Wilcoxon rank-sum test.

**Figure 3:**
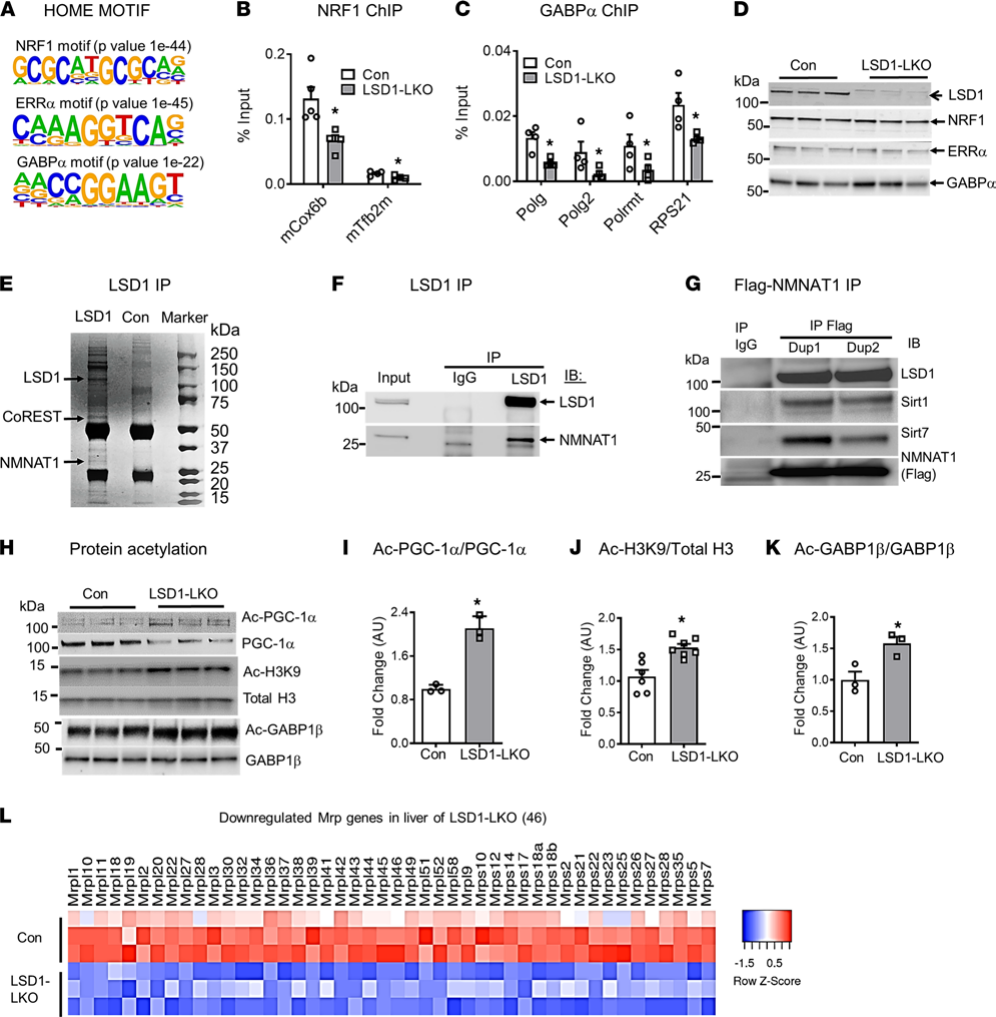
LSD1 interacts with NMNAT1 and regulates SIRT1 and SIRT7 activity. (**A**) Correlation of NRF1, ERRα, and GABPα binding motifs with LSD1 binding in the hypergeometric optimization of motif enrichment (HOMER) searches using LSD1 ChIP-seq data. (**B** and **C**) ChIP-qPCR of NRF1 (**B**) and GABPα (**C**) binding to mitochondrial gene promoters (*n* = 4 per group). (**D**) Protein levels of mitochondrial transcription factors NRF1, ERRα, and GABPα in the liver of LSD1-LKO and control mice. (**E**) Coomassie blue staining of liver nuclear proteins coimmunoprecipitated with LSD1. CoREST and NMNAT1 are 2 major LSD1 binding proteins identified by proteomic analysis. (**F** and **G**) LSD1 IP (**F**) and NMNAT1-Flag reverse IP (**G**) followed by immunoblot with indicated antibodies. (**H**–**K**) Acetylated and total levels of PGC-1α, H3K9, and GABPβ in the liver of LSD1-LKO and control mice (*n* = 3-8 per group). (**L**) Heatmap of 46 mitochondrial ribosome proteins (Mrp) from RNA-seq analysis of LSD1-LKO and control liver. Data are shown as mean ± SEM. *P < 0.05 by Student’s *t* test.

**Figure 4:**
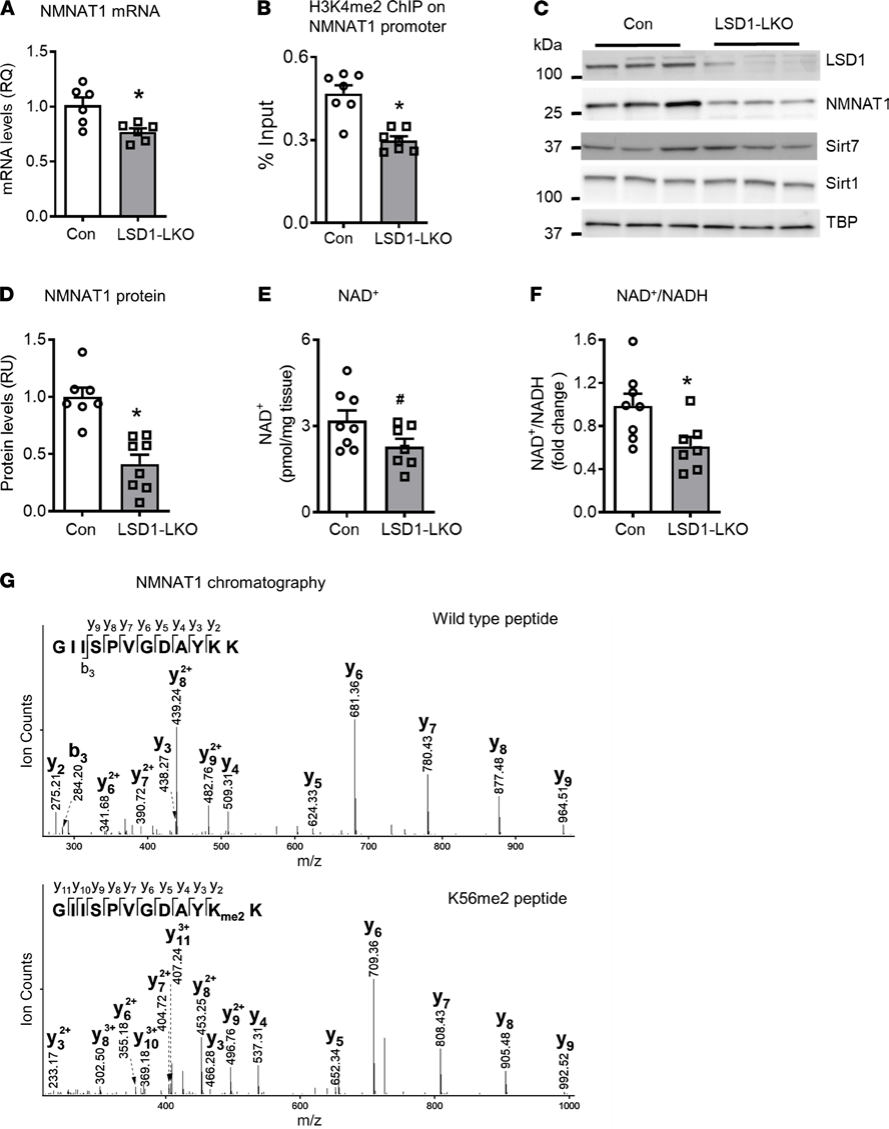
LSD1 regulates NMNAT1 gene expression and protein methylation. (**A**) mRNA levels of *Nnmat1* in the liver of LSD1-LKO and control mice (*n* = 6 per group). (**B**) ChIP-qPCR assays for H3K4me2 binding to Nmnat1 promoter (*n* = 6 per group). (**C** and **D**) NMNAT1, SIRT1, and SIRT7 protein levels in the liver of LSD1-LKO and control mice (*n* = 7–8 per group). (**E** and **F**) NAD^+^ levels and NAD^+^/NADH in the liver of LSD1-LKO and control mice (*n* = 7–8 per group). Data are shown as mean ± SEM. ^#^*P* = 0.07; *P < 0.05 by Student’s *t* test. (**G**) LC-MS/MS chromatography of lysine 56 dimethylation (K56me2) of mouse NMNAT1 (upper panel, unmodified peptide; lower panel lysine, dimethylated peptide).

**Figure 5:**
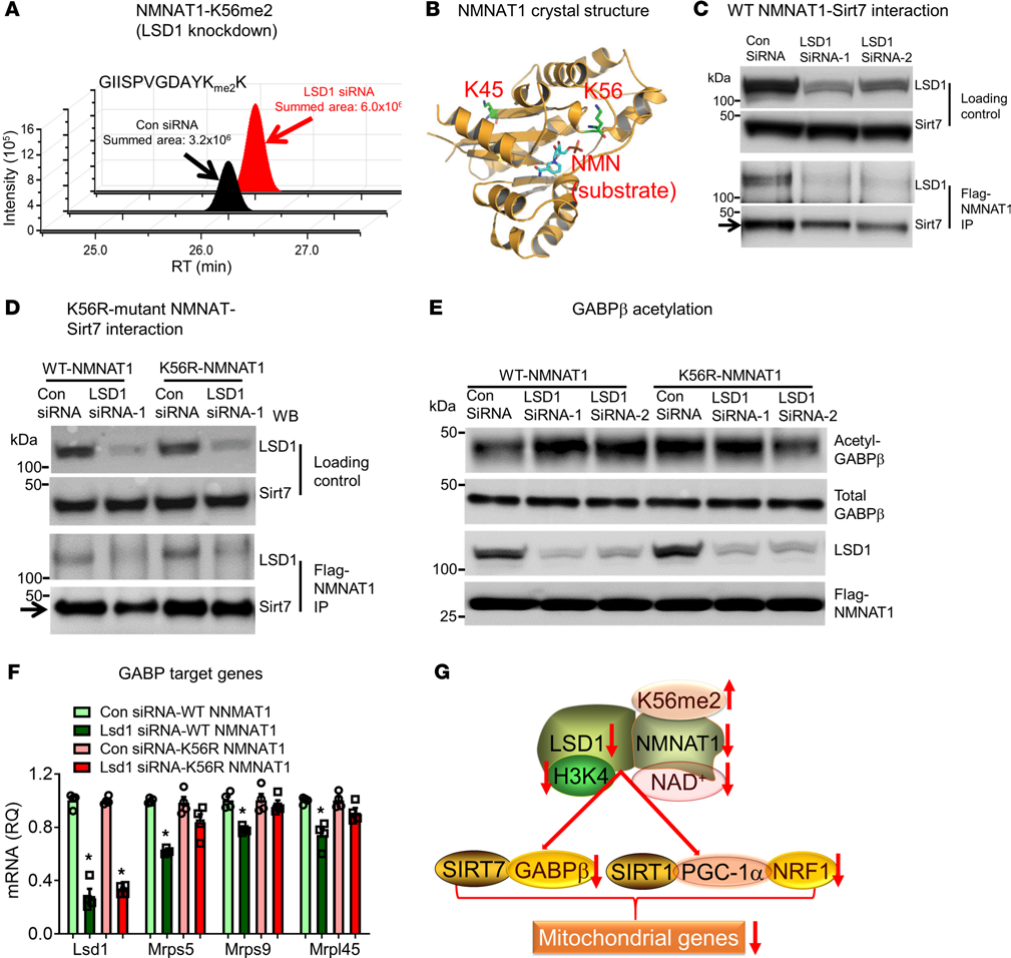
LSD1-modulated NMNAT1 methylation regulates SIRT7 activity. (**A**) Total summed areas of NMNAT1-K56me2 in Hepa1.6 hepatoma cells with LSD1 siRNA knockdown (representative of 3 repeats). (**B**) NMNAT1 crystal structure (PDB 1GZU) labeled with lysine 45 and 56 (K45 and K56, green), and the substrate nicotinamide mononucleotide (NMN). (**C**) LSD1 knockdown impairs NMNAT1 and SIRT7 interaction. Upper 2 panels are loading controls. In the lower 2 panels, Flag-tagged NMNAT1 is immunoprecipitated for LSD1 and SIRT7 Western blot in Hepa1.6 hepatocytes with LSD1 knockdown. (**D**) K56R-mutant NMNAT1-SIRT7 interaction. Flag-tagged WT NMNAT1 or mutant NMNAT1 (lysine to arginine, K56R) from Hepa1.6 cells transfected with LSD1 siRNA or control siRNA is immunoprecipitated and subjected to LSD1 and SIRT7 Western blot. (**E**) GABPβ acetylation induced by LSD1 knockdown is dependent on NMNAT1-K56me2. GABPβ is immunoprecipitated from Hepa1.6 cells with LSD1 knockdown and immunoblotted with an anti-acetylation antibody. (**F**) NMNAT1-K56me2 is involved in regulating SIRT7 target gene expression in hepatocytes with LSD1 knockdown. The expression of mitochondrial ribosome proteins (*Mrp*) was measured by qPCR (*n* = 4 per group). Data are shown as mean ± SEM. *P < 0.05 for Lsd1 siRNA-WT NMNAT1 versus other 3 groups by 2-way ANOVA with Bonferroni post hoc test. (**G**) A summary of LSD1-regulated mitochondrial gene expression.

**Figure 6:**
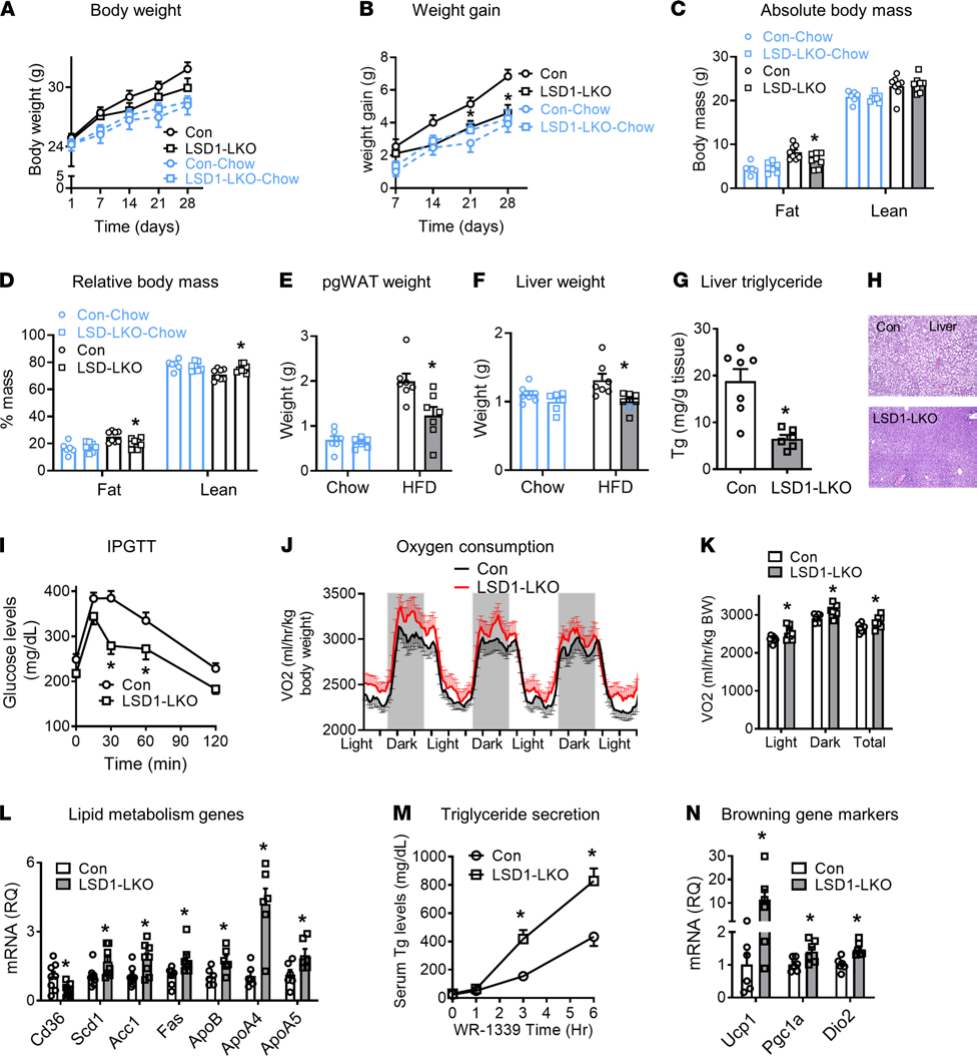
LSD1 KO in the liver improves glucose and lipid metabolism. (**A**–**F**) Hepatic LSD1 KO in adult mice causes leanness in high-fat diet–fed (LSD1-LKO and Con) but not in chow-fed mice (LSD1-LKO–Chow and Con-Chow). pgWAT, perigonadal white fat tissue (pgWAT). *n* = 6–8 per group; *P < 0.05 for LSD1-LKO versus Con by 2-way ANOVA with Bonferroni post hoc test. (**G** and **H**) LSD1 KO in the liver improves hepatic steatosis. (**G**) Triglyceride content in the liver (*n* = 8 per group); *P < 0.05 by Student’s *t* test. (**H**) Representative liver histology by H&E staining. (**I**) I.p. glucose tolerance test (IPGTT) in LSD1-LKO and control mice (*n* = 8 per group); *P < 0.05 by 2-way ANOVA with Bonferroni post hoc test. (**J** and **K**) Oxygen consumption in the metabolic cage studies (*n* = 8 per group); *P < 0.05 by Student’s *t* test. (**L**) Expression of genes involved in fatty acid uptake (*Cd36*), fatty acid synthesis (*Scd1*, *Acc1*, and *Fasn*), and very–low density lipoprotein (VLDL) secretion (*ApoB*, *ApoA*4, and *ApoA5*) (*n* = 6–8 per group); *P < 0.05 by Student’s *t* test. (**M**) Triglyceride secretion stimulated by Triton WR-1339 (*n* = 4 per group); *P < 0.05 by 2-way ANOVA with Bonferroni post hoc test. (**N**) Expression of gene markers for browning of inguinal white adipose tissue (*n* = 6 per group); *P < 0.05 by Student’s *t* test. Data are shown as mean ± SEM.

**Figure 7:**
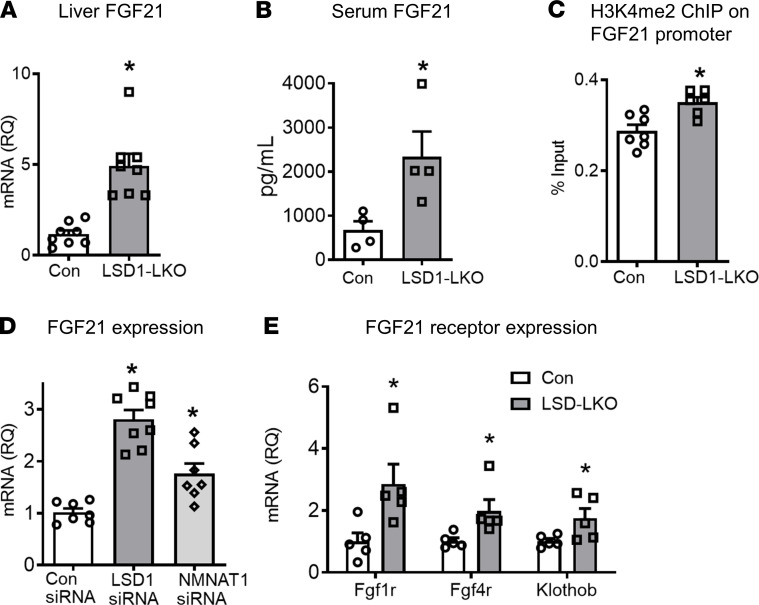
LSD1 regulates hepatic FGF21 levels. (**A**–**C**) LSD1 KO in the liver increases FGF21 levels. (**A**) Liver *Fgf21* mRNA, (**B**) serum FGF21 levels, (**C**) H3k4me2 ChIP-qPCR using primers near Fgf21 transcription starting site (*n* = 4–8 per group). (**D**) *Fgf21* mRNA levels in primary hepatocytes with LSD1 and NMNAT1 knockdown (*n* = 7–8 per group). (**E**) mRNA levels of FGF21 receptors (*Fgf1r*, *Fgf4r*, and *Klothob*) in the liver of LSD1-LKO and control mice (*n* = 5 per group). Data are shown as mean ± SEM. *P < 0.05 versus control by Student’s *t* test.

**Figure 8:**
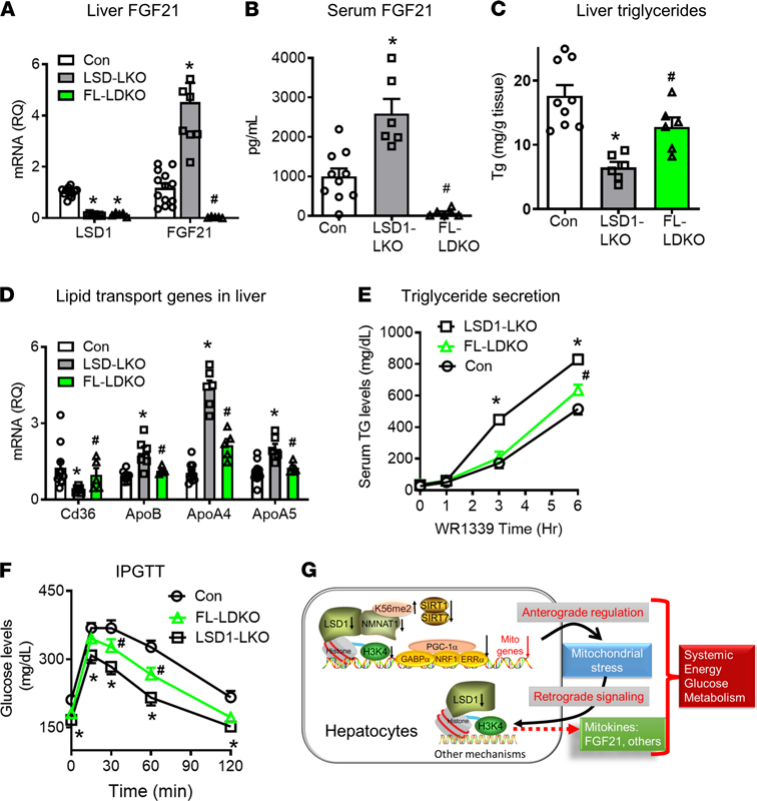
FGF21 is involved in LSD1-regulated glucose and lipid metabolism. (**A** and **B**) Generation of liver-specific LSD1 and FGF21 double-KO in adult mice (FL-LDKO). (**A**) Liver *Fgf21* mRNA expression and (**B**) serum FGF21 levels in LSD1-LKO and FL-LDKO mice (*n* = 6–10 per group). (**C**–**F**) FGF21 KO in the liver of LSD1-LKO partially reverses metabolic phenotypes;.(**C**) Liver triglyceride levels (*n* = 6–9). (**D**) Hepatic expression of genes for fatty acid uptake (*Cd36*) and triglyceride secretion (*ApoB*, *ApoA4*, and *ApoA5*). (**E**) Triglyceride secretion stimulated by Triton WR-1339 (*n* = 6–8 per group). (**F**) Glucose tolerance test (IPGTT) (*n* = 13–15 per group). Data are shown as mean ± SEM. *P < 0.05 versus control; ^#^*P* < 0.05 versus LSD1-LKO by 1-way ANOVA (**A**–**D**) or 2-way ANOVA (**E**–**F**) with Bonferroni post hoc test. (**G**) Summary of LSD1-regulated mitochondrial gene expression and mitokine production. LSD1 controls nuclear-encoded mitochondrial gene expression and function through 2 major mechanisms. First, LSD1 modulates H3K4 methylation to epigenetically prime mitochondrial gene expression. Second, LSD1 regulates the expression and methylation of the NAD^+^ synthetic enzyme NMNAT1, altering SIRT1 and SIRT7 function, which further modulates mitochondrial transcription factor and cofactor activity. Furthermore, LSD1 is involved in the retrograde signal induced by mitochondrial stress to modulate the production of mitokines such as FGF21, which in turn regulate systemic glucose, lipid, and energy metabolism.

# Supplementary material for: Anterograde regulation of mitochondrial genes and FGF21 signaling by hepatic LSD1
**Source:** JCI Insight. 2021 Sep 8;6(17):e147692. doi: 10.1172/jci.insight.147692
**Supplement:** Supplemental table 4

## **Anterograde Regulation Mitochondrial Genes and FGF21 Signaling by Hepatic LSD1**

Yang Cao<sup>1†</sup>, Lingyi Tang<sup>1,2†</sup>, Kang Du<sup>1</sup>, Kitt Paraiso<sup>4</sup>, Qiushi Sun<sup>1,3</sup>, Zhengxia Liu<sup>1</sup>, Xiaolong Ye<sup>1</sup>, Yuan Fang<sup>1</sup>, Fang Yuan<sup>1</sup>, Hank Chen<sup>1</sup>, Yumay Chen<sup>1</sup>, Xiaorong Wang<sup>1</sup>, Clinton Yu<sup>1</sup>, Ira Blitz<sup>4</sup>, Ping Wang<sup>1</sup>, Lan Huang<sup>1</sup>, Haibo Cheng<sup>2</sup>, Xiang Lu<sup>3</sup>, Ken Cho<sup>4</sup>, Marcus Seldin<sup>5</sup>, Zhuyuan Fang<sup>2\*</sup>, Qin Yang<sup>1\*</sup>

## **Supplemental Figure 1-10**

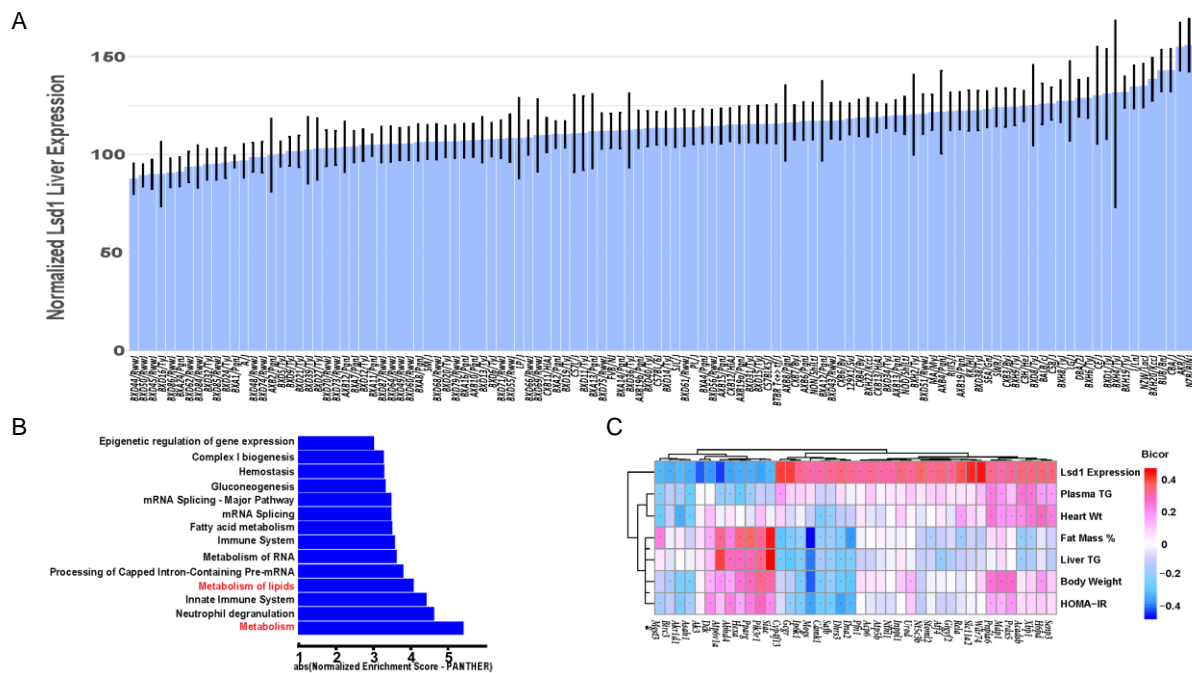

**Supplemental Figure 1. Natural variation of Lsd1 expression in the hybrid mouse diversity panel (HMDP) database.** (A) Distribution of hepatic expression of Lsd1 across 106 mouse strains in the hybrid mouse diversity panel. Plot shows average  $\pm$  SEM. (B) Pathway enrichments (All pathways FDR<0.01) for HMDP liver genes correlated with Lsd1 expression. (C) Metabolic gene expression (x-axis) and corresponding correlation coefficients with either liver Lsd1 (top row) or relevant clinical traits in the HMDP.

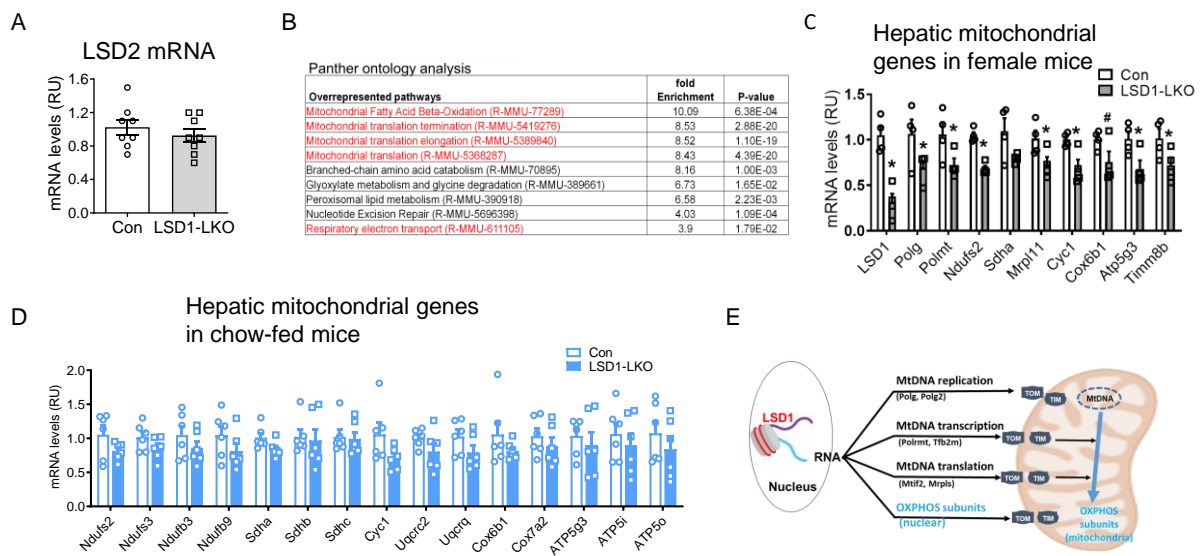

**Supplemental Figure 2. Lsd1 regulates mitochondrial gene expression.** (A) LSD2 expression in liver of LSD1-LKO mice. (B) Panther Ontology analysis of RNA-seq data from liver of LSD1-LKO and control mice. (C) Mitochondrial gene expression in liver of female LSD1-LKO mice (n=4 per group). (D) Mitochondrial gene expression in liver of chow-fed LSD1-LKO mice (n=6 per group). (E) A diagram showing that LSD1 regulates mitochondrial genes involved in mitochondrial DNA (mtDNA) replication, transcription, translation, oxidative phosphorylation (OXPHOS) and protein transport. Data are mean  $\pm$  SEM. #p=0.059, \*p<0.05.

A

**PANTHER Overrepresentation Test**

| GO biological process complete                   | Raw P-value | FDR      |
|--------------------------------------------------|-------------|----------|
| metabolic process (GO:0008152)                   | 4.44E-43    | 7.01E-39 |
| organic substance metabolic process (GO:0071704) | 1.53E-39    | 1.21E-35 |
| sensory perception of smell (GO:0007608)         | 4.05E-38    | 2.13E-34 |
| primary metabolic process (GO:0044238)           | 1.40E-36    | 5.51E-33 |
| cellular metabolic process (GO:0044237)          | 3.63E-35    | 1.14E-31 |

B

DAVID functional annotation of genes (1,616)  
altered in RNA-seq, but without LSD1 binding

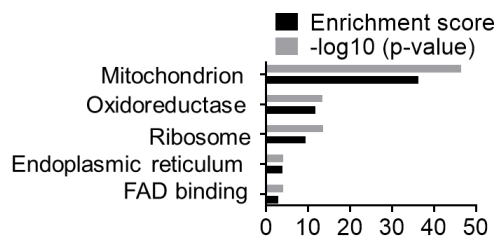

C

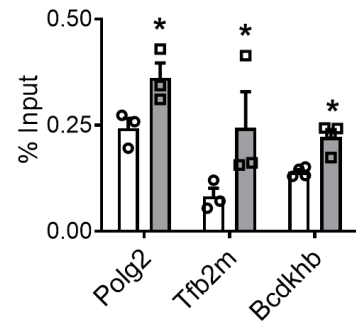

**Supplemental Figure 3. Epigenetic regulation of mitochondrial genes by LSD1.** (A) Panther Ontology analysis of altered genes in liver of LSD1-LKO that also have LSD1 binding. (B) DAVID functional annotation analysis of 1,616 genes altered in RNA-seq of LSD1-LKO liver, but without LSD1 binding. (C) ChIP-qPCR analysis of H3K9me2 binding to mitochondrial Polg2, Tfb2m and Bcdk1b genes (n=3 per group). Data are mean  $\pm$  SEM. \*p<0.05.

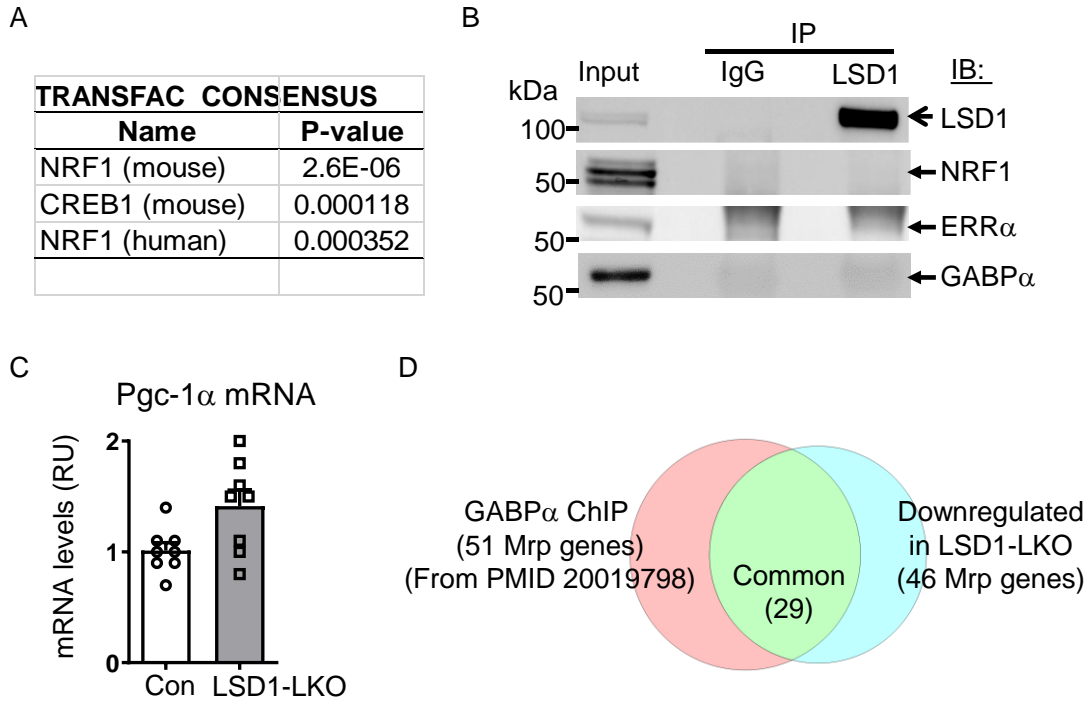

**Supplemental Figure 4. Mitochondrial transcription factor activity in LSD1-LKO liver.** (A) TRANSFAC analysis of genes downregulated in LSD1-LKO liver. (B) LSD1 co-immunoprecipitation (IP) followed by Western blot of NRF1, ERR $\alpha$ , and GABP $\alpha$ . (C) *Pgc-1a* mRNA levels in liver of LSD1-LKO and control mice (n=8 per group). (D) Venn diagram of overlapped mitochondrial ribosomal protein genes (Mrp) from GABP $\alpha$  ChIP-seq (obtained from PMID 20019798) and RNA-seq analysis of LSD1-LKO liver.

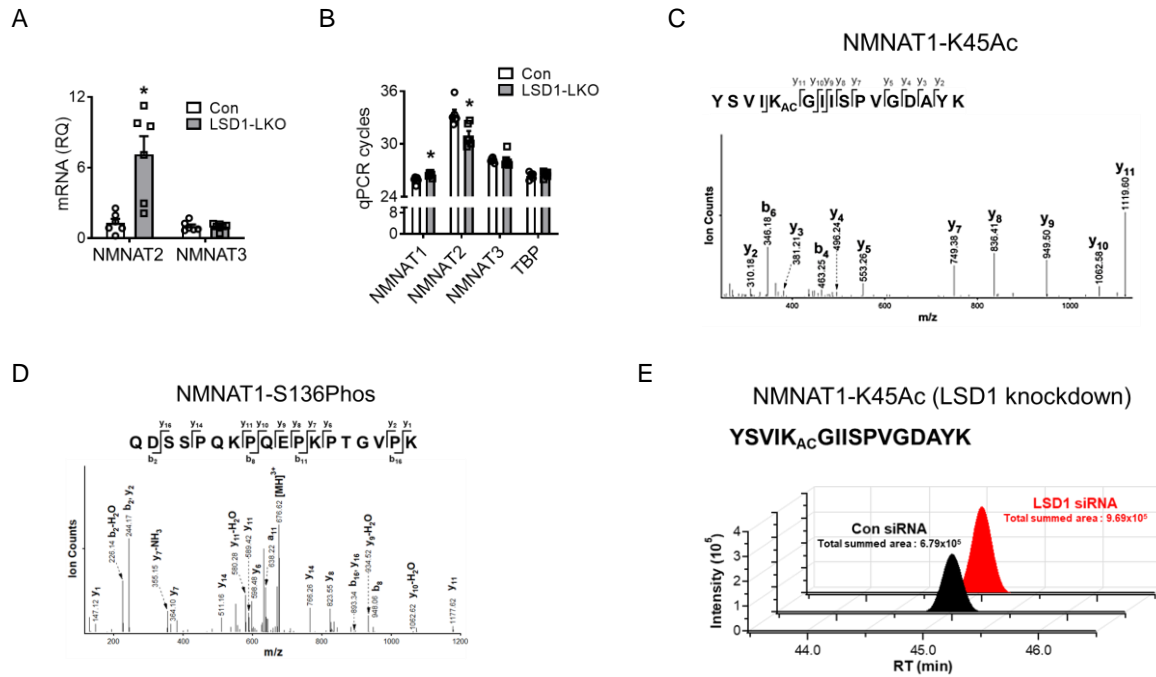

**Supplemental Figure 5. LSD1 regulates NMNAT expression and activity.** (A) NMNAT2 and NMNAT3 expression in liver of LSD1-LKO and control mice (n=6 per group). (B) qPCR cycles of NMNAT1-3 (n=6 per group). (C-D) LC-MS/MS chromatography of lysine 45 acetylation (K45Ac) (C) and serine 136 phosphorylation (S136phos) (D) of mouse NMNAT1. (E) Total summed areas of NMNAT1-K45Ac in Hepa1.6 hepatoma cells with LSD1 siRNA knockdown (representative of three repeats). Data are mean  $\pm$  SEM. \*p<0.05.

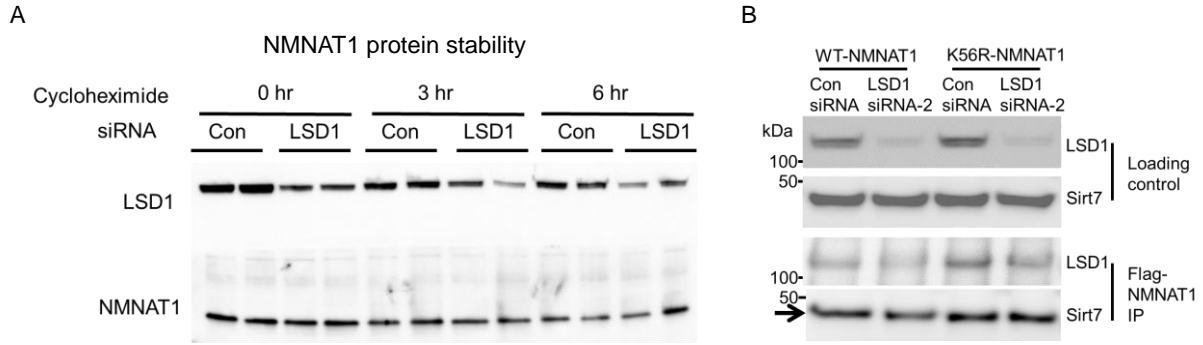

**Supplemental Figure 6. LSD1 regulates NMNAT1 activity.** (A) NMNAT1 protein half-life. Flag-tagged NMNAT1 was stably transfected in Hepa1.6 hepatoma cells. Cycloheximide was added to the cells treated with LSD1 or control siRNA, and nuclear proteins were extracted for Western blot at the indicated times. (B) NMNAT1-K56me2 is necessary for impaired NMNAT1-Sirt7 interaction. Flag-tagged wild type (WT) NMNAT1 or mutant NMNAT1 (lysine to arginine, K56R) from Hepa1.6 cells with LSD1 siRNA (#2) or control siRNA treatment was immunoprecipitated and subjected to LSD1 and Sirt7 Western blot.

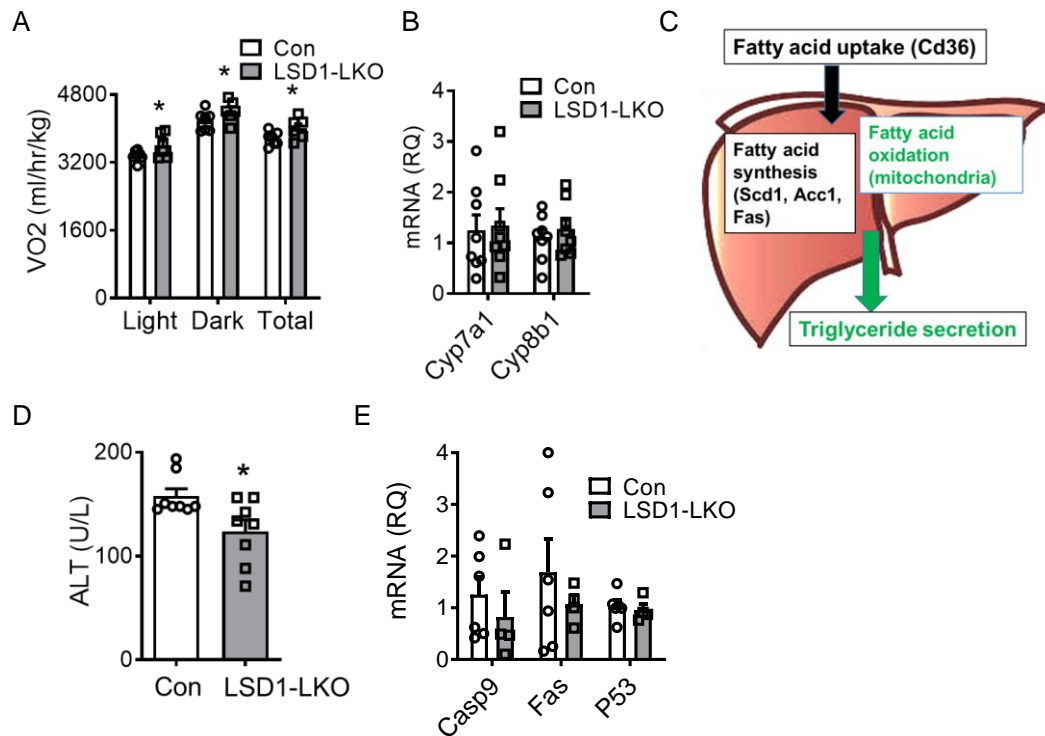

**Supplemental Figure 7. Liver function in LSD1-LKO mice.** (A) Oxygen consumption normalized to lean body mass in LSD1-LKO and control mice (n=8 per group). (B) mRNA levels of bile acid synthetic enzymes *Cyp7a1* and *Cyp8b1* in liver of LSD1-LKO and control mice (n=8 per group). (C) Diagram illustrating the mechanisms for the development of hepatic steatosis. Hepatic steatosis may be caused by increased lipid inputs (fatty acid uptake and de novo lipogenesis) and/or reduced outputs (fatty acid oxidation and VLDL secretion). (D-E) Liver enzyme ALT (D) and apoptotic gene (E) levels in LSD1-LKO and control mice. Data are mean  $\pm$  SEM. \*p<0.05.

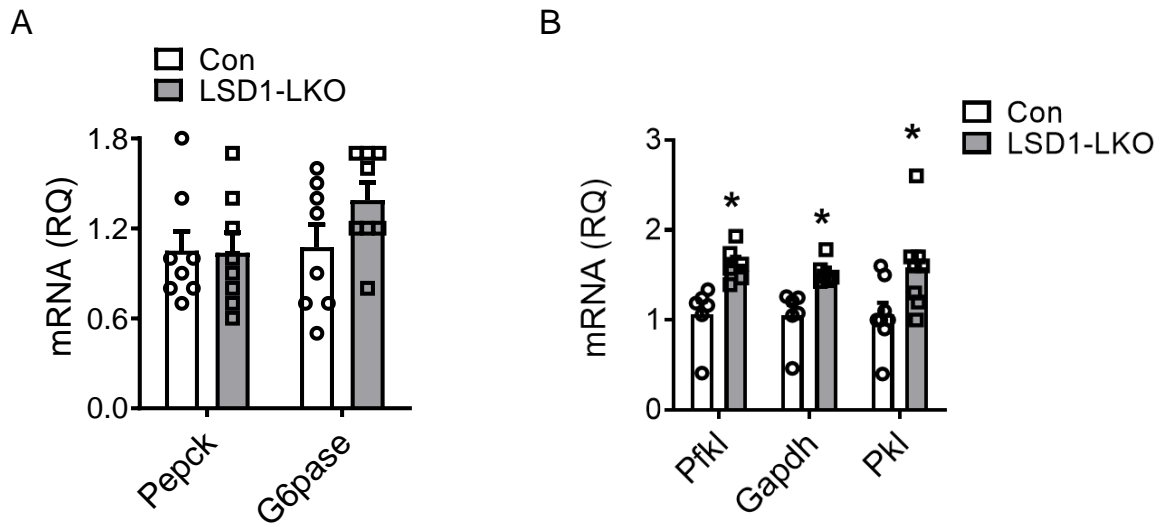

**Supplemental Figure 8. LSD1 regulates genes involved in glucose metabolism. (A-B)** Expression of genes regulating gluconeogenesis (A) and glycolysis (B) in liver of LSD1-LKO and control mice (n=6-8 per group). Data are mean ± SEM. \*p<0.05.

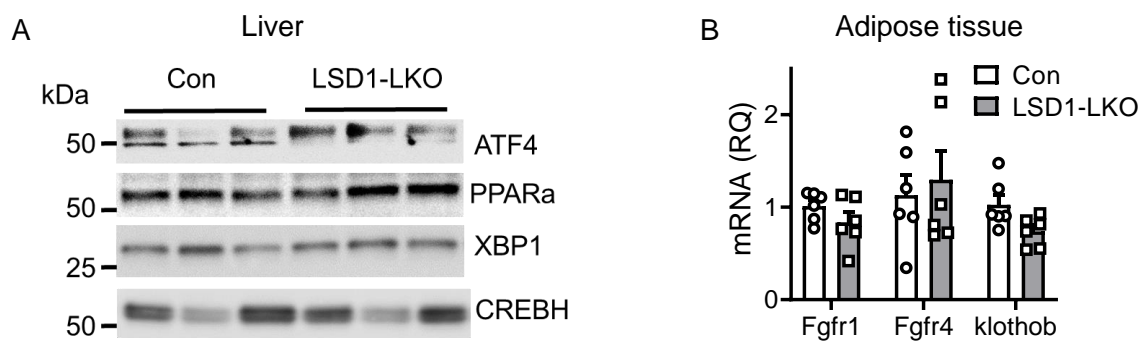

**Supplemental Figure 9. Effects of LSD1 on FGF21 regulation** (A) Protein levels of transcription factors that are known to regulate FGF21 expression in liver of LSD1-LKO and control mice. (B) mRNA levels of FGF21 receptors in adipose tissue of LSD1-LKO and control mice (n=6 per group). Data are mean  $\pm$  SEM.

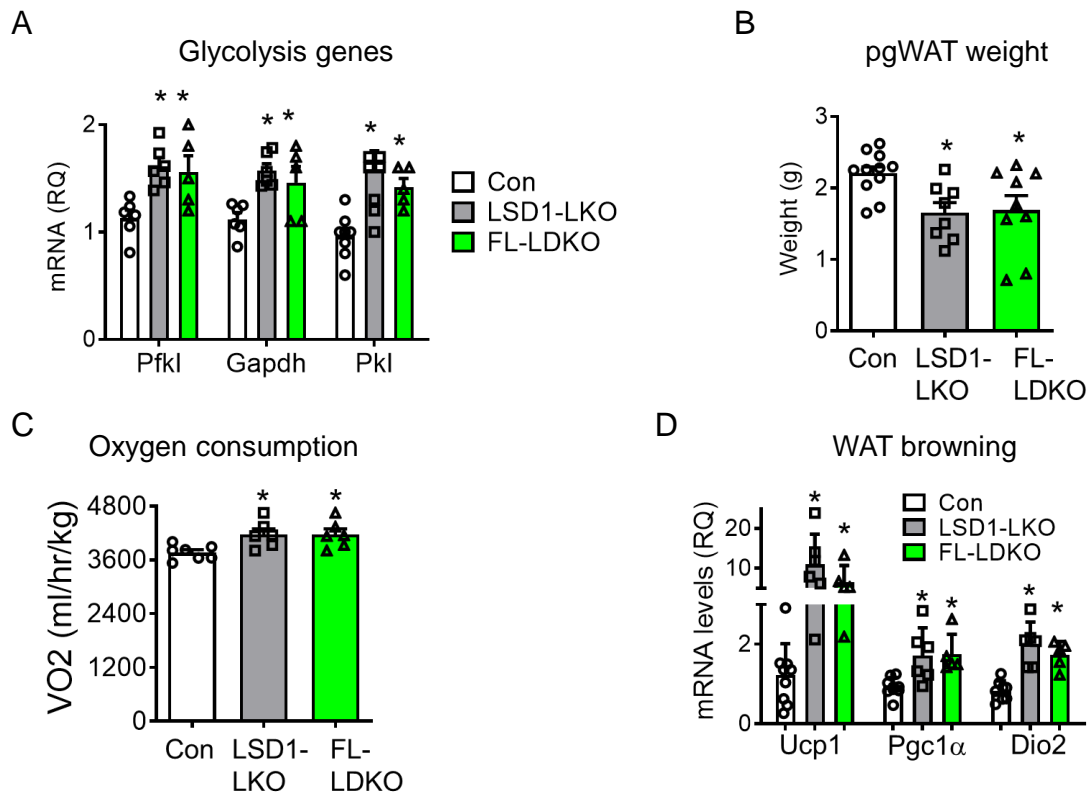

**Supplemental Figure 10. Effects of FGF21 on LSD1-regulated glucose and energy metabolism.** (A) Glycolytic gene expression in liver of LSD1-LKO, FL-LDKO and control mice (n=6 per group). (B-D) Perigonadal white adipose tissue (pgWAT) weight (B), oxygen consumption in the metabolic cage studies (C), and mRNA expression of browning markers in inguinal white adipose tissue (D) of LSD1-LKO, FL-LDKO and control mice (n=6-11 per group). Data are mean  $\pm$  SEM. \*p<0.05.

How the deposited data were processed for this re-analysis (not part of the article)

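The data are ChIP-seq peak lists from mouse liver, 3 lists in all. LSD1 was measured in wild-type liver, and H3K4me2 was measured in control and LSD1-LKO liver. Each list comes from 2 ChIP libraries, 6 ChIP libraries in all, and the series holds 12 samples with the control libraries. The sample labels call the control libraries input without antibody, and the paper's methods call them IgG ChIP-seq used as input controls. The diet of the mice used for ChIP-seq is not named in the sample labels or in the methods paragraph on ChIP-seq.

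The authors mapped the reads to mm10 with Bowtie 2 at default options, called narrow peaks per library with MACS and joined the peaks of the 2 libraries of a group with BEDtools intersect, without pooling the replicates before calling. Each entry of a deposited list gives a peak of the first-listed library, the overlapping peak of the second-listed library and the overlap in bp. The fold enrichment of a peak is a ratio that the authors obtained from MACS, which divides the ChIP pileup at the summit by the local background of the control library. The −log10 p-values and −log10 q-values in the deposited lists are also the authors' MACS output for each peak. The MACS threshold named in the methods is stricter than the p-values of some listed peaks, which reach about 0.05. The lists carry no replicate numbers, hold only peaks found in both libraries of a group and hold no reads, so library depth is unknown and no value per animal can be formed. Besides the values used here, the lists hold 12 columns of per-library values that were not used, which are integer scores and summit offsets.

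The peak positions used here are the intervals of the first-listed library. No first-listed peak occurred more than once in a list, while some second-listed peaks were the partner of several first-listed peaks. They were counted once where the second-listed library was described or used alone. The exception is the test of median percentiles per library, which ranked every entry of a list. A peak's rank is its percentile within its own list by the mean −log10 p-value of the 2 libraries. Scores were compared between lists only as ranks, except that each stricter p- or q-value threshold was the same cut for all lists. The chromosome names and lengths of the reference, GRCm38 with GENCODE mouse release 21, were checked against the lists. Promoters were 1 kb on either side of any TSS of a protein-coding gene, and an overlap of at least 1 bp was counted. The 356 downregulated mitochondrial genes are those of Supplemental Table 1. Their log2 fold changes are the paper's. The RNA-seq table of all genes and the H3K9me2 data were not used here.

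Overlap with TSSs and with H3K4me2 peaks was tested against 1000 random placements of the peaks on the same chromosomes outside assembly gaps, with widths kept. Shares of genes and of peaks were compared with Fisher's exact test, and the genes with a promoter peak in 1 list only were compared with the exact McNemar test. Changes in covered length and in rank were tested with 100000 sign flips over genes, and covered length was also set beside 10000 random gene lists of the same control coverage quintile. Expression changes were compared with a permutation test of 100000 resamples. Shares have 95% Wilson confidence intervals, which cover counting error only. Genes and peaks are not biological replicates, so these tests compare lists and not animals. No adjustment for multiple tests was applied to them.

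For motifs, 500-bp windows at LSD1 peak centers were compared with random genomic windows matched on GC content in bins of 5%. The design called for 5 background windows per peak, but only 2.09 per peak could be drawn because GC-rich windows ran out. The letters searched were the tall central letters of the logos in Figure 3A. The NRF1 letters read the same on both strands.

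Most genes named in the text follow a rule set before the data were examined, and those named outside it are said to have been chosen after their values were seen. The genes of the rule are the genes whose LSD1 or H3K4me2 ChIP the paper shows by name or for which it lists ChIP-qPCR primers, Kdm1a (Lsd1), the 5 downregulated mitochondrial genes with the highest-ranking LSD1 promoter peaks, and the 5 with the highest-ranking control H3K4me2 promoter peak among those with none in LSD1-LKO. Main settings and 94 alternatives were also set at that point, covering promoter width, TSS choice, MACS threshold, overlap rule, merging of peaks, background, single libraries and a replicate block. The 2 with a replicate block could not be run, and each of those with single libraries gave a value per library, which makes 106 values in all. Another 17 were chosen after seeing the data, namely a p-value at or below 0.01, a q-value at or below 0.05, RefSeq transcripts, ranks among promoters marked in both lists, coverage within LSD1 promoter peaks, random gene lists matched on mean or LSD1-LKO coverage, and every letter of the motif logos.

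The calculations were run in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9. Overlaps were checked with bedtools 2.31.1. The programs were tested on simulated data first, and 12 of 12 tests recovered what had been planted.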

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

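The tests in this part were chosen before their results were seen, but the q-value threshold of 0.05 that they use was chosen after seeing the data.

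The paper describes LSD1 peaks that coincide with H3K4me2 in promoter and enhancer regions of the downregulated mitochondrial genes. The LSD1 peaks over 1 kb from every protein-coding TSS, across the genome, stood out because they carried a signal of their own. They numbered 9614, and 3080 of them overlapped a control H3K4me2 peak, which is 32.0% (95% Wilson confidence interval 31.1% to 33.0%). Random placements outside promoters gave a mean of 1.36% and a highest value of 1.83% (one-sided permutation test, p = 0.001, the smallest that 1000 placements can give). Chance overlap of peaks called separately in the 2 libraries was weighed because thresholds were permissive. From the highest peak numbers in the list, 3527 shared peaks would be expected by chance at a width of 295 bp, the narrowest second-listed peak, and 6600 at the median width of 552 bp, with each second-listed peak counted once. Among the 8792 peaks over 1 kb from a TSS with a q-value above 0.05 in at least 1 library, 29.3% still overlapped a control H3K4me2 peak, against a random mean of 1.35%, so chance cannot be the whole source of these peaks. A part by chance remains open, as does open chromatin that is enriched in any ChIP library. In the 822 peaks with a q-value at or below 0.05 in both libraries the overlap was 61.6%. LSD1 at enhancers, which the paper describes for the downregulated mitochondrial genes, may explain the pattern, and this hypothesis was not tested against open chromatin.

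Peaks of H3K4me2 outside those the paper discusses were present in 1 list only. With a q-value at or below 0.05 in both libraries, 3888 of 25455 control peaks (15.3%) had no listed LSD1-LKO peak, and 4436 of 25591 LSD1-LKO peaks (17.3%) had no listed control peak. Peaks close to the calling threshold are a candidate explanation. The median rank of the peaks in 1 list only was at percentile 17.5 of the peaks with that q-value, so they lay mostly at the low end of their own list. Loss of LSD1 demethylase activity would be expected to leave H3K4me2 peaks at LSD1 sites in LSD1-LKO liver. Of the peaks only in LSD1-LKO, 570 (12.8%) overlapped an LSD1 peak, compared with 496 (12.8%) of those only in control (odds ratio 1.01, 95% confidence interval 0.886 to 1.15, two-sided Fisher's exact test, p = 0.921). No excess at LSD1 sites was seen. The LSD1 peaks come from wild-type liver and often coincided with control H3K4me2 peaks, so equal shares are not a neutral baseline. The comparison therefore cannot decide on loss of demethylase activity. A difference in depth between libraries stays open because the lists hold no reads, and so does an indirect effect of LSD1.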

How the results depend on the processing

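The tests in this part were set before the data were examined, except those with a p-value at or below 0.01, a q-value at or below 0.05, RefSeq transcripts, ranks among marked promoters, coverage within LSD1 peaks, random gene lists matched on mean or LSD1-LKO coverage, or every letter of the motifs. Of 123 alternative values, 106 from alternatives set beforehand and 17 from later ones, 99 kept their direction and their side of the threshold, or stayed within the range set for values without a test. Some of the 99 were fixed by their setting and say nothing on stability. The 2 that changed only the matching of random gene lists left the change in covered length at −184 bp. Random placement only within 10 kb of a TSS changed the random mean and left the share of overlapping LSD1 peaks at 52.5%. The first-listed library alone used the intervals of the main setting. Every value from it except the change in rank was therefore the main one, such as 34.1% of LSD1 peaks within 1 kb of a TSS. Another 11 moved, 8 were reversed, 3 were weaker and 2 were stronger. The enrichment of LSD1 peaks near TSSs, their overlap with H3K4me2 peaks above random placement, and the odds ratios of all 3 motifs kept their direction and stayed past the threshold in every alternative with a test.

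At a p-value at or below 1e-05, the count of genes with an LSD1 peak moved to 1628. The odds ratio for mitochondrial LSD1 promoter peaks overlapping H3K4me2 reversed to 0.301, with 25 mitochondrial peaks left. The net change in H3K4me2 promoter peaks at mitochondrial genes strengthened to −9.27%. The odds ratio for loss at mitochondrial against other genes reversed to 1.19, and 66.6% of control peaks were shared with LSD1-LKO. At a q-value at or below 0.05, chosen after seeing the data, the gene count was 1999, the net change was −5.62% and the odds ratio for loss weakened to 0.952. Fewer listed peaks explain the lower gene counts. For the other changes the cause was not tested.

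The odds ratio of an LSD1 promoter peak at downregulated mitochondrial genes reversed to 1.84 with all protein-coding genes as background, to 1.31 within CpG quintiles, and to 1.001 with promoters of 2 kb on either side. The odds ratio for loss of H3K4me2 promoter peaks weakened to 0.595 with promoters of 500 bp on either side and to 0.640 with an overlap of at least 50% of the narrower interval, and the cause was not tested. The expression difference lay close to 0 and reversed to −0.0018 with promoters of 2 kb, to −0.0034 with 1 TSS per gene and to −0.00036 with the 50% overlap. It was also below 0, at −0.0042, with the second-listed library alone. A p-value at or below 1e-05 moved it most, to 0.027, which was not distinguishable from 0 (two-sided permutation test, p = 0.307). The share of control H3K4me2 peaks also found in LSD1-LKO moved to 60.8% with the 50% overlap, 70.4% with peaks merged when 1 kb or less apart, and 65.1% with the same number of peaks from each list.

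Each library was also used alone, with the limit that every listed peak had been found in both libraries. Across the settings that left out either library, the share of LSD1 peaks overlapping H3K4me2 ranged from 52.5% to 56.1% and the odds ratio for mitochondrial LSD1 promoter peaks overlapping H3K4me2 from 1.32 to 2.75. The change in covered length at mitochondrial promoters ranged from −184 to −24.1 bp, the change in rank from −1.83 to 0.520 percentile points, and the share of shared H3K4me2 peaks from 68.1% to 73.9%. The fall in covered length therefore came mostly from the intervals of the first-listed libraries, and the change in rank had no stable direction. No paired analysis was possible because the lists carry no replicate numbers. Library depth, which the lists do not give, limits every comparison of peak numbers and widths between control and LSD1-LKO.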

Differences from the paper's values

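The tests and counts in this part that were chosen only after the result was seen are those at a p-value at or below 0.01 or a q-value at or below 0.05, that with RefSeq transcripts, that of covered length within LSD1 peaks, and that of mitochondrial against other genes marked in 1 list only.

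The paper's MACS threshold is P = 0.01. The largest p-value of a listed peak was 0.04996 in the LSD1 list, 0.0480 in the H3K4me2 list of control liver and 0.0486 in that of LSD1-LKO liver. None of the alternatives set before the data were examined closed this gap for all listed peaks. Keeping only peaks with a p-value at or below 0.01 in both libraries, a filter chosen after seeing the data, left 12128 LSD1 peaks and 9257 genes, while the paper's reported count is 8580 genes and all listed peaks gave 10721. The gene count with protein-coding genes only was 8478 and that with the nearest TSS within 10 kb was 8000. With RefSeq transcripts the count was 9280. At a p-value at or below 1e-05 it was 1628, further from the paper's count.

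The paper shows LSD1 binding at Polg, Cox7a2, Cyc1 and Mrpl45. The list of shared LSD1 peaks holds a promoter peak at Polg and none at the promoters of Cox7a2, Cyc1 and Mrpl45.

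The paper shows H3K4me2 signal at promoters of the downregulated mitochondrial genes as lower in LSD1-LKO, from read counts and, at selected genes, from ChIP-qPCR. With all listed peaks, the net change in the number of these genes with a promoter peak was −0.281% and was not distinguishable from 0 (two-sided exact McNemar test, p = 1). At the 341 of these genes with a promoter peak in both lists, the presence of a peak cannot show a lower signal. The settings that gave a fall past the threshold were a p-value at or below 1e-05 (−9.27%) and a q-value at or below 0.05 (−5.62%). The q-value setting was chosen after seeing the data. At these settings other protein-coding genes changed in the same direction, by −2.73% and −2.06% of the genes. The balance of control-only to LSD1-LKO-only genes was not distinguishable between mitochondrial and other genes (odds ratios 1.41, p = 0.157, and 1.58, p = 0.171, two-sided Fisher's exact tests). Covered length at these promoters changed by −184 bp, and within their LSD1 peaks, a region chosen after seeing the data, by −46.4 bp (two-sided permutation test, p = 0.0248).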

Other observations

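The background of marked promoters was a setting chosen beforehand, but its use in this part as a test of why the backgrounds differ was chosen only after the result was seen, as was the matching of random gene lists on mean or LSD1-LKO coverage.

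The higher share of LSD1 promoter peaks at downregulated mitochondrial genes than at all protein-coding genes may reflect the larger share of these genes with a marked promoter. A control H3K4me2 promoter peak was listed at 97.8% of the downregulated mitochondrial genes and 58.2% of other protein-coding genes. Among genes with an H3K4me2 promoter peak the odds ratio was 0.940, with a confidence interval that includes 1, so no difference was seen once the background was limited to marked promoters. Comparison within CpG quintiles left an odds ratio of 1.31, so promoter CpG content alone did not remove it.

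H3K4me2 coverage at promoters of downregulated mitochondrial genes fell, and so did that of the other genes, by a mean of −67.8 bp. Whether the fall is a difference between the lists at all promoters of similar coverage cannot be told apart from a fall of these genes in particular, because the answer changed with the matching. The mean change lay at percentile 40.3 of 10000 random gene lists matched on control coverage, at percentile 1.00 of lists matched on the mean coverage of both lists, and below all lists matched on LSD1-LKO coverage. Matching on control coverage alone picks genes whose control coverage is high partly by chance, so those lists tend to fall, and matching on LSD1-LKO coverage has the opposite tendency. With the second-listed library of each group alone, the other genes changed by a mean of 34.4 bp, in the opposite direction, and the mitochondrial genes by −24.1 bp, at percentile 45.6 of lists matched on control coverage and 0.200 of lists matched on mean coverage. A fall at all promoters was thus not seen in both libraries. Width of the called peaks and library depth were not separated from a biological change, because the lists hold no reads.

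The mean change in H3K4me2 rank in LSD1-LKO was lower at promoters with an LSD1 peak than at promoters without one. Among 12181 promoters marked in both lists, of which 4924 had an LSD1 peak, the mean change was −0.375 percentile points with an LSD1 peak and 0.331 without, a difference of −0.707. Within deciles of mean rank the difference was −0.930 percentile points (two-sided permutation test, p = 0.00152). A dependence on LSD1 binding is a candidate explanation, but the difference is under 1 percentile point. Promoter width and CpG content were not tested and stay open. With the first-listed library of each group alone the difference was −0.805, and with the second-listed library alone it was −0.762.

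The 5 highest-ranking H3K4me2 peaks found only in LSD1-LKO, chosen after their values were seen, had low fold enrichment. One lay on chromosome 2 from 98662229 to 98662955, with a fold enrichment of 1.33 and 2.41 and a −log10 p-value of 8.40 and 61.6 in the authors' deposited list. The other 4 lay near the start of chromosome 9, the first from 3000230 to 3000655, with a fold enrichment of 1.18 and 2.02 in the authors' deposited list. The nearest genes were Gm10801 on chromosome 2 and Gm10717, Gm10722 and Gm10721 on chromosome 9. The 5 highest-ranking peaks found only in control, also chosen after their values were seen, lay nearest to Suv39h2, Mafg, Mxra8, Ruvbl2 and Rras. No biological explanation was tested for either group. No filter on genomic region was applied, so whether these LSD1-LKO peaks reflect H3K4me2 was not settled.

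At Kdm1a, which encodes LSD1, no LSD1 promoter peak was listed, and H3K4me2 promoter peaks were listed in LSD1-LKO only, on chromosome 4 from 136601657 to 136602001 and from 136602175 to 136602739. These positions say nothing on the genotype of the libraries.

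The 16 primer pairs that the paper lists for ChIP-qPCR each had 1 exact match in the genome. Of the amplicons, 3 overlapped a listed LSD1 peak, 11 a control H3K4me2 peak and 7 an LSD1-LKO H3K4me2 peak. A partial overlap was counted, and some amplicons lay mostly outside the peak. The Rps21 amplicon ended at 180257429 on chromosome 2, for example, and the LSD1-LKO peak that it overlapped started at 180257425. The amplicon named for the Mrps22 promoter lay 13265 bp from the nearest TSS, on chromosome 9 from 98588340 to 98588449, and that named for the Bckdhb promoter lay 8563 bp from it, on chromosome 9 from 83933652 to 83933774.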
